# The context-dependent epigenetic and organogenesis programs determine 3D vs. 2D cellular fitness of MYC-driven murine liver cancer cells

**DOI:** 10.21203/rs.3.rs-4390765/v4

**Published:** 2025-01-07

**Authors:** Jun Yang, Jie Fang, Shivendra Singh, Brennan Wells, Qiong Wu, Hongjian Jin, Laura Janke, Shibiao Wan, Jacob Steele, Jon Connelly, Andrew Murphy, Ruoning Wang, Andrew Davidoff, Margaret Ashcroft, Shondra Pruett-Miller

## Abstract

3D cellular-specific epigenetic and transcriptomic reprogramming is critical to organogenesis and tumorigenesis. Here we dissect the distinct cell fitness in 2D (normoxia vs. chronic hypoxia) vs 3D (normoxia) culture conditions for a MYC-driven murine liver cancer model. We identify over 600 shared essential genes and additional context-specific fitness genes and pathways. Knockout of the VHL-HIF1 pathway results in incompatible fitness defects under normoxia vs. 1% oxygen or 3D culture conditions. Moreover, deletion of each of the mitochondrial respiratory electron transport chain complex has distinct fitness outcomes. Notably, multicellular organogenesis signaling pathways including TGFb-SMAD, which is upregulated in 3D culture, specifically constrict the uncontrolled cell proliferation in 3D while inactivation of epigenetic modifiers (*Bcor, Kmt2d, METTL3* and *METTL14*) has opposite outcomes in 2D vs. 3D. We further identify a 3D-dependent synthetic lethality with partial loss of *Prmt5* due to a reduction of *Mtap* expression resulting from 3D-specific epigenetic reprogramming. Our study highlights unique epigenetic, metabolic and organogenesis signaling dependencies under different cellular settings.

## Introduction

Cellular fitness is determined by a constellation of genetic, epigenetic, metabolic and environmental factors that dynamically interact and communicate^1^. Identifying the genes and pathways controlling cellular fitness not only enhances understanding of the pathophysiological mechanisms, but also helps to define potential therapeutic targets to treat human disorders. Genome-wide CRISPR and shRNA screenings are powerful genetic approaches that are invaluable for identifying fitness genes^2–6^. While some studies have applied genome-wide or focused CRISPR library screenings using 3D organoids^7–11^, which better recapitulate *in vivo* tissue features, most genome-wide screenings have been performed using 2D cultured cells grown in normoxia (normoxia or normoxic conditions tested refer to the standard ambient air oxygen concentrations used in conventional in vitro models). However, direct comparison of cell fitness in 3D vs 2D culture is currently lacking. Two recent studies have identified several hundred oxygen concentration-dependent fitness genes^12,13^, demonstrating that environmental factors such as oxygen have a profound impact on cellular tness. We previously showed that organoids in normoxic culture induced a strong hypoxia signature in cells^14^, indicating that 3D culture may mimic 2D hypoxic culture, at least to some degree. Oxygen is an essential molecule that fostered the evolution of monocellular to multicellular organisms. Oxygen is primarily utilized by mitochondria as the final electron acceptor to generate ATPs in the oxidative phosphorylation pathway, as well as a variety of chemical reactions in cells^15–17^. Physiological oxygen concentrations can vary anywhere from 0.5% in the large intestine to just under 21% in the trachea, with most major organs operating around 3–7% oxygen^13,15,17^. To maintain cellular tness, cells have evolved oxygen sensing mechanisms to adapt oxygen variation by altering expression of a plethora of genes, mainly through hypoxia-inducible factors (HIFs) and epigenetic modifiers such as histone demethylases some of which are HIF targets^17–19^. HIF is a heterodimer composed of HIF-1a or HIF-2a (also named EPAS1) and their partner HIF-1b (also known as ARNT)^18^. While HIF-1b is constitutively expressed, HIF-a availability is tightly regulated by prolyl hydroxylases (PHD) and the von Hippel Lindau (VHL) tumor suppressor protein^18^. At ambient oxygen levels, HIF-a is hydroxylated by oxygen-dependent PHDs leading to its rapid proteasomal degradation by the VHL E3 ubiquitin ligase complex. Conversely, hypoxic conditions render HIF-a available for dimerization with HIF-1b. The HIF-a/HIF-1b complex then translocate to the nucleus, binds to the hypoxia response elements (HRE), and drives gene expression. The dysregulation of HIF-PHD-*VHL* pathway is associated with many human disorders including cardiovascular diseases and cancers^20,21^.

Organogenesis is an orchestrated process that is regulated by developmental signaling pathways mediated by TGFb, Wnt, Hedgehog, Notch, and others. Genetic alterations in these signaling pathways cause cancers and other human diseases^22^. Solid tumors are recognized as functionally abnormal organs^23^, and they are classically under a heterogeneous state of hypoxia in part due to insufficient and pathologic angiogenesis^24^. The dynamic cell-cell and cell-environment interactions of tumor cells in 3D suggest an added layer of complexity to our current understanding of tumor biology^23^. Clonal monoculture studies do not fully capture the hypoxia- and 3-dimensional-driven mechanisms found in heterogeneous 3D tumors^23^. Single-cell RNA-seq analysis of 1163 human tumor samples covering 24 tumor types shows that hypoxia, together with *MYC* gene clusters are the two of the most commonly recurring transcriptional programs in heterogenous tumors^25^. Identifying fitness genes of MYC-driven cancers in different oxygen levels and in 3D conditions may reveal context-dependent vulnerabilities that can be exploited for therapies.

Here, we show that under 3D culture conditions, cells undergo unique epigenetic and transcriptomic reprogramming of gene transcription, particularly for the genes regulated by TGFb-SMAD signaling. Further, we use genome-wide CRISPR/Cas9 gene-editing technology to knock out every gene in a MYC-driven cancer cell line cultured as a monolayer under normoxia and 1% oxygen, or in 3D spheroids under normoxia, followed by comprehensive comparative analyses of cellular fitness genes under these three conditions. We show that knockout of *Vhl* leads to a fitness defect in normoxic 2D conditions but not in 1% oxygen monolayer and 3D spheroids. Conversely, deletion of *Hif1a* or *Hif1b* causes fitness defects in 1% oxygen and 3D spheroids but not in a normoxic 2D conditions. Cells tolerate loss of mitochondrial ribosomal genes better in 1% oxygen than normoxia. However, knockout of mitochondrial respiratory complex I-V causes distinct cellular fitness outcomes for each complex under these three conditions. Knockout of genes in organogenesis signaling pathways such as TGFb-SMAD specifically leads to a growth advantage of 3D spheroids while inactivation of epigenetic modifiers (*Bcor, Kmt2d, METTL3* and *METTL14*) in monolayer and 3D spheroids results in opposite fitness outcomes, and these genes often function as tumor suppressors in human cancer. We also discover distinct metabolic requirements for fatty acid and cholesterol synthesis in the three conditions. We further identify a context-dependent synthetic lethality of 3D culture conditions with partial loss of *Prmt5* due to a reduction of *Mtap* expression, resulting from 3D-specific epigenetic reprogramming of the *Mtap* gene. Our study reveals distinct epigenetic and metabolic dependencies of cancer cells in different environments, highlighting the critical role of organogenesis signaling pathways in regulating tumor cell growth.

## Results

### Transcriptomic reprogramming of cancer cells under 1% oxygen in 2D or normoxic 3D culture conditions

We have recently generated a MYC-driven liver cancer genetic model (ABC-Myc mouse) and derived cell lines such as NEJF10^26^, which are readily cultured in 2D and 3D conditions (Fig. 1- **figure supplement 1A**), and which are suitable for genome-wide genetic screenings^26^. In comparison with human cancer cell lines which usually have multiple genetic defects, the ABC-Myc cell lines have a simpler genotype (MYC alone as a driver), which may be less impacted by epistasis when used for genome-wide Identification of fitness genes. To understand the gene transcription differences in normoxia vs hypoxia, and 2D vs 3D culture, we performed RNA-seq after NEJF10 cells were cultured in normoxia and 1% oxygen in monolayer, or normoxic 3D spheroids for 48 hours. We performed pairwise comparisons of genes upregulated and downregulated in monolayers grown under hypoxic (1%) or normoxic (21%) conditions to those of a culture grown as 3D spheroids under normoxia (21%). We found that 44.8% (925 out of 2065) and 49.4% (1021 out of 2065) of genes that were upregulated and downregulated respectively under 1% oxygen were shared with the culture grown as 3D spheroids (Fig. 1- **figure supplement 1B**, **Supplementary file 1 and 2**). The most significant gene signatures upregulated in 3D vs 2D under 21% oxygen are hypoxia-related (Fig. 1- **figure supplement 1B**), consistent with our previous observation that organoid culture induced a strong hypoxia signature^14^. REACTOME and KEGG pathway enrichment analysis revealed that hypoxia and 3D culture induced common genes involved in focal adhesion, proteoglycans, extracellular matrix and receptor interaction, as well as oncogenic signaling pathways such as Hippo, HIF1, Wnt and PI3K-AKT^27^, but inhibited the expression of genes involved in mitochondrial translation and the proteasome (Fig. 1C, left; Fig. 1- **figure supplement 1C**). However, genes involved in protein translation or ribosome biology, oxidative phosphorylation and protein export were dominantly downregulated by hypoxia (Fig. 1C, right; Fig. 1- **figure supplement 1C**), while 3D culture enhanced the expression of genes in TGF-b-SMAD signaling, regulation of pyruvate dehydrogenase (PDH) complex, NOTCH, MAPK, autophagy, and lysosome pathways (Fig. 1C, middle; Fig. 1- **figure supplement 1C**). 3D culture also suppressed the expression of genes in the DNA homologous recombination and Fanconi anemia pathway (Fig. 1C, middle; Fig. 1- **figure supplement 1C**), which are involved in DNA repair and frequently mutated in various cancers^28^.

Alternative splicing is an important mechanism cells use to adapt to cellular stresses by producing different gene isoforms^29^. We therefore compared the five major splicing events (alternative 3’ splicing, alternative 5’ splicing, mutually exclusive exon usage, intron retention and exon skipping) induced by hypoxia and 3D culture (**Supplementary file 3–5**). In comparison with normoxia in 2D culture, hypoxia dominantly induced intron retention, while 3D cultures dominantly induced exon skipping (Fig. 1- **figure supplement 1D**). Exon skipping was also the major event in 3D culture when compared with 2D hypoxic cultures (Fig. 1- **figure supplement 1D**). These data indicate that splicing is an important mechanism for cellular adaptation to environmental stress, as evidenced by the altered splicing events of pyruvate dehydrogenase kinase 1 (*Pdk1*) gene under different culture conditions (Fig. 1- **figure supplement 1E**). Exon skipping in exons 7 and 8 of *Pdk1* specifically occurred in 3D culture, while an alternative 5’ splicing event only occurred in hypoxic conditions (Fig. 1- **figure supplement 1E**). Pathway analysis of the five splicing events under three conditions demonstrated that various biological processes (i.e., ribosome, spliceosome, metabolic pathways, and DNA repair) are involved in all conditions (Fig. 1- **figure supplement 1F, Supplementary file 6–8**), indicating an overly complex regulation of post-transcriptional processing. Taken together, these data demonstrate that cells undergo commonly shared and context-dependent transcriptional reprogramming in normoxia, hypoxia, and 3D spheroid conditions. Particularly, pathways involved in multicellular organogenesis, tissue homeostasis and a variety of human diseases are specifically induced by hypoxia and/or 3D culture, suggesting that conventional 2D culture under normoxia may not recapitulate the cellular fitness in 3D culture or under hypoxic conditions.

#### Context-specific epigenetic reprogramming of cells in hypoxic 2D and normoxic 3D conditions

To determine the mechanism by which culture conditions induced context-specific transcriptomes, we performed an assay for transposase-accessible chromatin with sequencing (ATAC-Seq) for determining chromatin accessibility across the genome in normoxic and hypoxic 2D and normoxic 3D culture conditions. 

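The ATAC-seq data comprised 6 libraries of NEJF10 cells, a line derived from the MYC-driven ABC-Myc liver cancer model. Each of 3 conditions had 2 libraries of 100000 cells per sample: monolayers at 21% oxygen (normoxic 2D, 2D-N), monolayers at 1% oxygen (hypoxic 2D, 2D-H) and spheroids at 21% oxygen (normoxic 3D, 3D-N). ATAC-seq cuts DNA with the Tn5 transposase where chromatin is open, so a peak marks an accessible region such as a promoter or an enhancer. The authors aligned the reads to mm10 with BWA, removed duplicate and mitochondrial reads, offset the ends for the Tn5 cut and called peaks with MACS2 in each library separately at a q-value of 0.01. The deposited lists hold, for each peak, its position, its summit, a fold over background and the −log10 p and q. These folds are the authors' values. They served to describe, rank, filter and match peaks and not to measure a change in accessibility, and a given fold does not mean the same in libraries with different backgrounds. The lists held 192517 and 198186 peaks in the 2D-N libraries, 156530 and 155870 in 2D-H, and 148703 and 116661 in 3D-N. Read totals are not in the lists, but each fold and its −log10 p together give the background pileup against which the peak was called, which rises with depth. It was 3.91 and 4.36 fragments in 2D-N, 7.32 and 7.76 in 2D-H, and 4.85 and 3.55 in 3D-N. Relative to the first 2D-N library, the 2D-H libraries were thus 1.87 and 1.98 times as deep, and the 3D-N libraries 1.24 and 0.907 times. The smallest fold that was called followed the depth, from 2.3 in both 2D-H libraries to 2.86 in 3D-N replicate 2. The peaks of all 6 libraries were merged into 268851 regions with a median width of 325 bp. A region belonged to a condition when at least 1 of its libraries had a peak there. It was called gained in 1 condition against another when both libraries of the first and neither library of the second had a peak, and lost in the opposite case. No source used here says that the 2 libraries of a condition came from separate cultures, so the spread between them may be technical. No exact test of 2 libraries against 2 can go below a two-sided p of 0.333, so the tests were run across regions or genes, which are not replicates of a condition.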

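Spheroids lost more accessible regions than they gained, against 2D-N in every setting tried and against 2D-H in all but 1. Of 248517 regions found in the 2D-N and 3D-N libraries, 62216 (25.0%) were lost in 3D-N and 7730 (3.11%) were gained. With an equal number of peaks in each library the excess was smaller, with 23159 lost and 13235 gained. Regions of all 6 libraries had a median fold of 32.9 in 2D-N, 19.2 in 2D-H and 11.5 in 3D-N. Regions lost in 3D-N against 2D-N had a median fold of 7.33 for their strongest peak. A lost region may thus have fallen below the calling limit, and the counts cannot tell this from closed chromatin. Hypoxic monolayers lost 38136 regions (13983 with equal numbers) and gained 8498 (17468 without 2D-H replicate 1) against 2D-N. Spheroids lost 37053 and gained 12314 against 2D-H, but without 3D-N replicate 2 the direction turned, with 40241 lost and 41823 gained. When the same libraries were parted so that each pair held 1 library of each condition, the counts lay between 461 and 2459. Some genes gained more than the genome-wide share, although most gains lay elsewhere. Shank2, which encodes a scaffold of excitatory synapses, gained 69 of its 336 regions in 3D-N against 2D-N and 47 in 2D-H against the same 2D-N libraries. Erg, which encodes an ETS factor of endothelial and blood cells, gained 31 of its 103 regions in 3D-N against 2D-N and 33 against 2D-H. Smok2b gained 7 of 10 regions in 3D-N and 8 of 10 in 2D-H, and Duxf3 gained 6 of 9 in each, all against 2D-N. Kcnj6, a potassium channel gene, gained 16 of 88 regions in 3D-N against 2D-N, Auts2 gained 14 of 68, and Boc, which encodes a Hedgehog co-receptor, gained 8 of 21. Against 2D-H, spheroids also gained 40 of 213 regions at Gse1, 10 of 22 at Fbln5, which encodes a protein of elastic fibres, and 15 of 73 at Nfatc1, a calcium-regulated transcription factor gene. In 2D-H, Zfp992 gained 11 of 15 regions and Zfp981 gained 13 of 26, both zinc finger genes on chromosome 4. The ranking also held Gm10721, with 5 of 8 regions gained in 3D-N, and Sfi1, with 11 of 40 gained in 2D-H, both against 2D-N. No peak was removed for lying in repeated sequence, and the part of read mapping in these gains was not tested. The genes that passed for losses in 3D-N against 2D-N were Pde4d, a cAMP phosphodiesterase gene (78 of 205 regions), Fars2, a mitochondrial tRNA synthetase gene (37 of 78), Magi3, a scaffold gene of cell junctions (16 of 23), Nup210l (14 of 20) and Adam32 (11 of 14). Spheroids lost 42 of 116 regions at Macrod2 and 12 of 22 at Ghr, the growth hormone receptor gene, against 2D-H. For each of 12972 protein-coding genes with at least 5 regions, the number gained or lost was set against the genome-wide share (2.88% gained and 23.1% lost in 3D-N against 2D-N) with an exact binomial test. After Benjamini-Hochberg adjustment of the exact binomial p-values, 27 genes passed for gains and 5 for losses in 3D-N against 2D-N, 27 and 0 in 2D-H against 2D-N, and 39 and 25 in 3D-N against 2D-H. Among the losses in 2D-H, 599 genes had an unadjusted exact binomial p under 0.05, and the gene with the smallest p was the collagen gene Col5a1 (29 of 94 regions, adjusted p = 0.195). Neighbouring regions are not independent, and the 400-kb window of Shank2 held 86 and 83 peaks in the 2D-N libraries, where the median window held 29, against 21 and 24 at Erg. Gains in 3D-N against 2D-N numbered 33087 without 3D-N replicate 2. With equal numbers of peaks, the counts were 31 losses at Pde4d, 11 at Fars2 and 5 at Magi3, and Zfp992 gained 5 regions and Shank2 gained 5 in 2D-H.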

The results showed a drastic effect of culture conditions on DNA accessibility (Fig. 1D). While 36.1% of chromatin accessibility regions were shared in three conditions, unique chromatin accessibility was observed (20% for 2D normoxia, 7.6% for 2D hypoxia and 13% for 3D). Nevertheless, the chromatin accessibility peaks showed similar distributions at transcription start sites, intragenic regions, upstream and downstream of gene regions (Fig. 1- **figure supplement 2A**). 

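Regions found in all 3 conditions numbered 97159 of 268851 (36.1%). Another 53679 regions (20.0%) were found only in 2D-N, 20334 (7.56%) only in 2D-H and 34971 (13.0%) only in 3D-N. The 2D-N and 2D-H monolayers shared 41694 regions (15.5%) that spheroids lacked, whereas spheroids shared 15450 (5.75%) with 2D-N alone and 5564 (2.07%) with 2D-H alone. Regions of all 3 conditions were strong, with a median fold of 24.8 for the strongest peak of a region, against 5.09 for regions only in 2D-N, 3.60 only in 2D-H and 3.76 only in 3D-N. They were also found again more often: 77.1% of them had a peak in every library. Of the regions only in 2D-N, 51.7% had a peak in both libraries, compared with 31.9% only in 2D-H and 16.7% only in 3D-N. In 3D-N, 22122 of the exclusive regions (63.3%) rested on replicate 1 alone and 6993 (20.0%) on replicate 2 alone. The libraries of a condition shared 80.3% of their joint regions in 2D-N, 78.2% in 2D-H and 61.0% in 3D-N. Between conditions, the shared part was 60.0% to 60.7% for 2D-N and 2D-H, 43.2% to 46.6% for 2D-N and 3D-N, and 48.3% to 48.4% for 2D-H and 3D-N. Over the 8 ways to take 1 library per condition, regions of all 3 conditions made up 35.2% to 37.1%, those only in 2D-N 19.3% to 24.3%, only in 2D-H 6.75% to 8.63% and only in 3D-N 6.74% to 13.6%. The 3D-N share was 5.37% without 3D-N replicate 1 and 4.71% where both libraries of a condition were needed. With an equal number of peaks in each library, the exclusive shares of 2D-N and 3D-N changed places, at 7.48% and 20.6%.

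**Figure D1:**
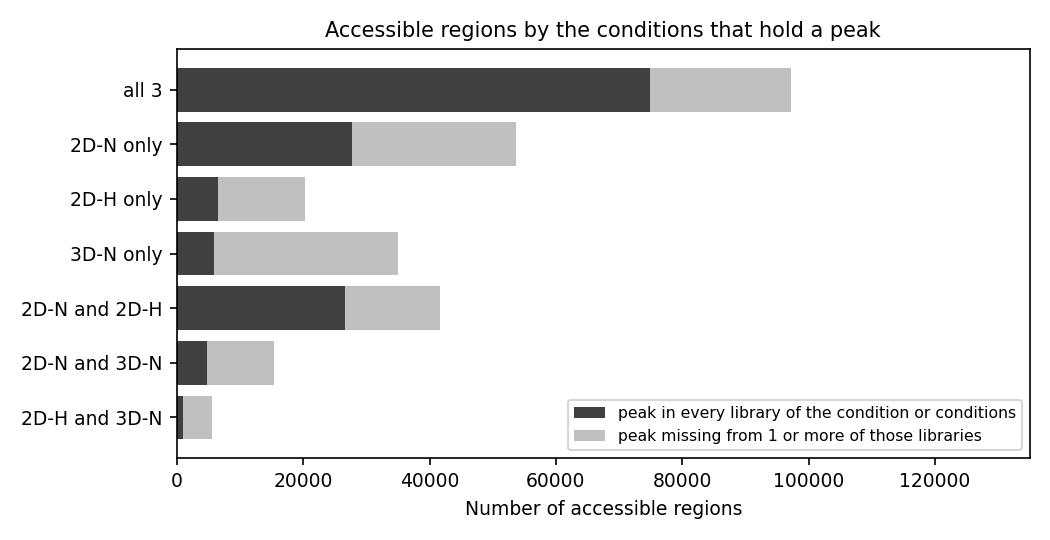
Accessible regions in each sector of the 3 conditions (2D-N, 2D-H and 3D-N), split by whether every library of the sector's conditions had a peak. Sectors with 3D-N and without 2D-N hold the smallest parts found in every library, 16.7% of the regions only in 3D-N.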

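Introns held the largest share of peaks in every library: 48.5% ± 0.0681 (SD, n = 2) in 2D-N, 46.5% ± 0.0359 (n = 2) in 2D-H and 46.3% ± 0.798 (n = 2) in 3D-N. Transcription start sites, taken as 1000 bp around a start, held 12.2% ± 0.152 (n = 2) of peak summits in 2D-N, 13.6% ± 0.00650 (n = 2) in 2D-H and 16.1% ± 1.5 (n = 2) in 3D-N. Exons held 4.83% ± 0.0279, 4.64% ± 0.0178 and 5.85% ± 0.585 (n = 2 each), and intergenic DNA held 16.7% ± 0.0152, 18.1% ± 0.0156 and 15.3% ± 0.134 (n = 2 each), in that order. The 10000 bp before genes held 10.7% ± 0.0189, 10.2% ± 0.0437 and 9.83% ± 0.0766 (n = 2 each). Both 3D-N libraries had a higher share at start sites than each of the 4 monolayer libraries. These shares describe all peaks of a library. Regions that differed between conditions lay at start sites less often than the 74862 regions found in all 6 libraries, of which 19.9% did. The share was 8.49% for regions gained and 5.47% for regions lost in 3D-N against 2D-N. It was 6.05% for regions gained and 6.90% for regions lost in 2D-H against 2D-N. Intergenic DNA held 25.9% of the regions gained in 2D-H, 19.0% of those gained in 3D-N and 15.4% of the regions of all 6 libraries. Regions gained in 3D-N had a mean GC content of 54.0% in the 200 bp around the summit and regions lost there had 47.6%. Chromosome 5 held 11.1% of the regions gained in 3D-N against 2D-N and 6.61% of the regions of all 6 libraries. With start sites taken as 500 bp around a start, the shares were 8.58%, 10.1% and 12.2%, in the same order.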

Then we performed Homer motif analysis to predict the activity of transcription factors in these conditions. 

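Spheroids and hypoxic monolayers gained and lost regions with different factor sites. Of 44 consensus strings searched in the 200 bp around the summits, 6 were more frequent in regions gained in 3D-N against 2D-N, 9 were more frequent in lost regions and 29 were not called, 6 of them because no gained region held the site. The numbers were 8, 9 and 27 for 2D-H against 2D-N, and 7, 7 and 30 for 3D-N against 2D-H. Sites of MEF2, a family of muscle and stress-response factors, were more frequent in gained regions in 3D-N against 2D-N (odds ratio 4.38, 95% confidence interval 2.67 to 7.18), in 2D-H against 2D-N (2.53, 1.59 to 4.03) and in 3D-N against 2D-H (3.02, 1.97 to 4.65). Several sites of hypoxic 2D were rare. SRF, a factor of actin and immediate early genes, had sites in 54 gained and 83 lost regions in 2D-H against 2D-N (odds ratio 2.82, 1.99 to 4.00). REST, a repressor of neuronal genes, had sites in 8 gained and 8 lost regions (5.47, 2.05 to 14.6), and C/EBP in 9 and 7 (6.47, 2.26 to 18.5, but 1.58 to 2.41 over pairings of single libraries). KLF4 sites were more frequent in lost regions in 3D-N (0.529, 0.429 to 0.653) and in 2D-H (0.464, 0.360 to 0.598) against 2D-N. TEAD factors are the DNA-binding partners of YAP and TAZ. Their site was more frequent in lost regions in 3D-N against 2D-N (0.601, 0.547 to 0.660) and against 2D-H (0.631, 0.583 to 0.682), and more frequent in gained regions in 2D-H against 2D-N (1.12, 1.04 to 1.2). The last value was 1.02 to 1.06 over pairings of single libraries, and simulated motifs that follow GC content alone in 3D-N against 2D-N reached 1.19. Sites of the hepatocyte factors HNF4A and FOXA were called in no comparison. The odds ratios come from two-sided Cochran-Mantel-Haenszel tests over 10 bins of GC content, with Benjamini-Hochberg adjustment over the 120 tests that could be run. Against regions of all 6 libraries in place of lost regions, the MEF2 and C/EBP calls were lost, and C/EBP was also not called without 2D-H replicate 1. Without GC bins the calls of KLF4 in 3D-N against 2D-N and of MEF2 in 3D-N against 2D-H (1.28) were lost, and 17 sites in place of 7 were more frequent in regions gained in 3D-N against 2D-H.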

Pairwise comparisons (normoxic 2D vs. hypoxic 2D, normoxic 2D vs. normoxic 3D, hypoxic 2D vs. normoxic 3D) of transcription factors followed by protein-protein interaction network analysis demonstrated that unique transcription factor modules functioned under these conditions (Fig. 1E, Fig. 1- **figure supplement 2B-D**). While AP1 (FOS, FOSL1, FOSL2, JUN, JUND) and CTCF were more active in normoxic 2D culture, ATF4 was more selectively active in hypoxic 2D conditions. 

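AP-1 sites, bound by FOS and JUN dimers, were far less frequent in regions gained than in regions lost in spheroids. They lay in 3.2% of 7730 gained and 31.8% of 62216 lost regions in 3D-N against 2D-N (odds ratio 0.0975, 95% confidence interval 0.0857 to 0.111). Against 2D-H the shares were 6.37% and 34.3% (0.179, 0.165 to 0.194), so the difference between gained and lost regions held against both monolayers. Whether gained regions held fewer AP-1 sites than chance gives was not tested. In 2D-H against 2D-N the difference was smaller, with 17.3% of gained and 21.9% of lost regions (0.689, 0.647 to 0.733). MAF sites, which hold the AP-1 core, ran the same way in 3D-N against 2D-N, at 0.181% and 1.98%. CTCF, the insulator protein at loop and domain borders, had sites in 0.569% of regions gained and 2.52% of regions lost in 3D-N against 2D-N (0.224, 0.163 to 0.308). In 2D-H against 2D-N they lay in 0.447% of gained and 3.22% of lost regions (0.131, 0.0941 to 0.181). Between 3D-N and 2D-H, CTCF did not pass the test (1.11, 0.911 to 1.35). RUNX1 sites were less frequent in regions gained in 2D-H against 2D-N (0.389, 0.338 to 0.447), and more frequent in regions gained in 3D-N against 2D-H (2.43, 2.20 to 2.69). ATF4, the factor of the integrated stress response, had sites in 1.22% of regions gained and 0.532% of regions lost in 2D-H against 2D-N (2.26, 1.77 to 2.89). Between 3D-N and 2D-N it did not pass (0.897, 0.626 to 1.29), and in 3D-N against 2D-H its sites were more frequent in lost regions (0.663, 0.483 to 0.910). Of 27 ATF4 and stress response target genes, 4 had more gained than lost regions in 2D-H against 2D-N and 15 had more lost. The stress factor gene Atf3 had 4 gained and 2 lost, and the amino acid transporter gene Slc7a5 had 0 gained and 4 lost. The list's balance of gained over lost regions exceeded that of matched random lists by 5.71 percentage points (permutation test, p = 0.0498, adjusted p = 0.320) and passed only with 50 kb on both sides of the genes (6.03 points). Taking 1 library per condition gave 4 pairings, over which the AP-1 odds ratio in 3D-N against 2D-N lay between 0.127 and 0.143 and the ATF4 odds ratio in 2D-H between 1.78 and 1.92. Regions of all 6 libraries held AP-1 sites in 29.1% and CTCF sites in 6.39%. Set against those lost in 3D-N within bins of GC content, they had odds ratios of 1.22 for AP-1 and 2.85 for CTCF. Their plain AP-1 share lay below the 31.8% of the lost regions. The ATF4 difference between 3D-N and 2D-H was not called in 6 settings. Its odds ratio was 0.950 with regions of all 6 libraries against lost ones and 0.678 to 0.761 in the rest.

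**Figure D2:**
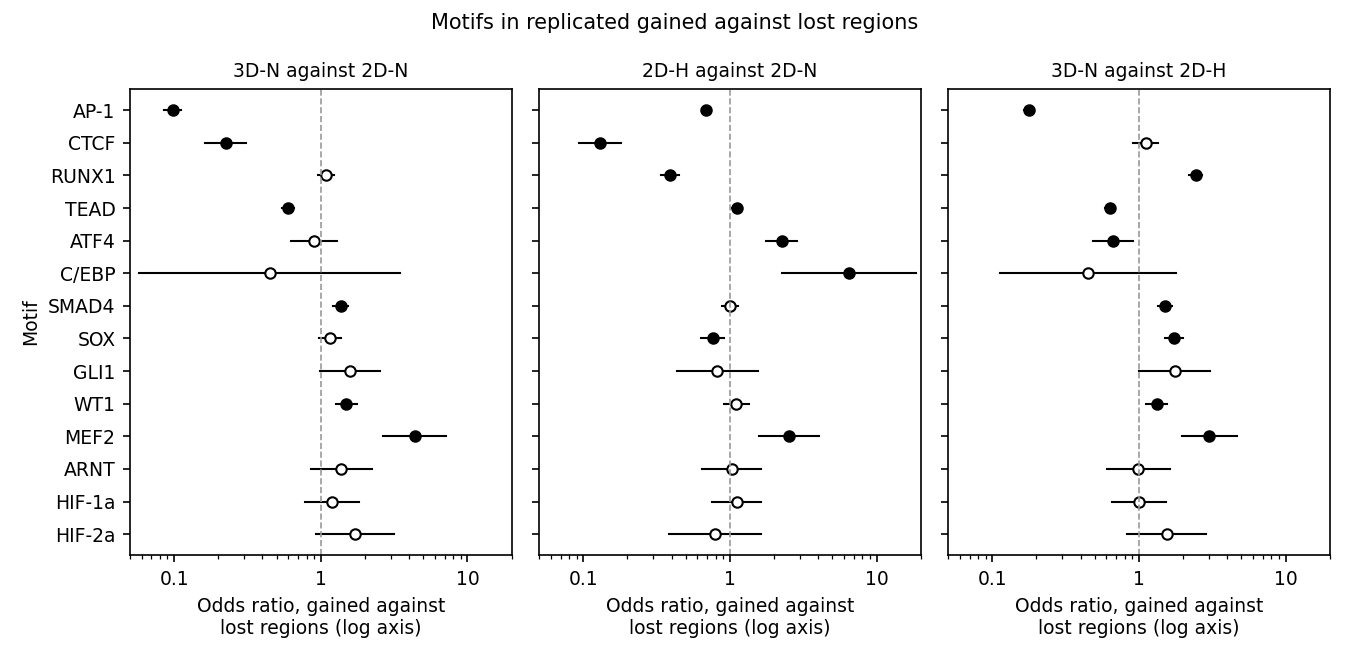
Odds ratios of motif sites in gained against lost regions on a log axis for the 3 comparisons of 2D-N, 2D-H and 3D-N, with 95% confidence intervals as bars. Filled points passed the adjusted test. AP-1 lies lowest of the drawn sites in 3D-N against 2D-N, at 0.0975.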

ATF4 is known to be involved in regulating the integrated stress response and cell survival under hypoxic conditions^30^. However, under normoxic 3D culture, the activity of transcription factors such as SMAD4, SOX9, GLI1 and WT1 was specifically high (Fig. 1E, Fig. 1- **figure supplement 2B-D**). 

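SMAD4, the shared mediator of TGFb signals, had sites in 5.71% of the regions gained and 3.27% of the regions lost in 3D-N against 2D-N. The odds ratio was 1.37 (95% confidence interval 1.22 to 1.54, adjusted p = 4.92e-07, n = 7730 gained regions). Against 2D-H the shares were 6.20% and 3.13% (1.51, 1.35 to 1.68, adjusted p = 2.47e-12, n = 12314 gained regions). The shorter SMAD4 string GTCTGG was called against 2D-N (1.26) and against 2D-H (1.36). The core GTCT alone did not pass against 2D-N (1.00, 0.937 to 1.07) and passed against 2D-H (1.30, 1.22 to 1.38). WT1, a zinc finger factor of kidney and gonad development, had sites in 3.03% of gained and 1.13% of lost regions in 3D-N against 2D-N (1.5, 1.27 to 1.77) and was also called against 2D-H (1.32, 1.12 to 1.56). The site shared by SOX9 and SOX10, factors of progenitor cells, was more frequent in regions gained in 3D-N against 2D-H (1.74, 1.51 to 2.00). Against 2D-N the SOX site did not pass the test (2.29% and 2.15%, odds ratio 1.16, 0.977 to 1.37). In 2D-H against 2D-N it was more frequent in lost regions (0.762). GLI1, the effector of Hedgehog signaling, had few sites. It had 28 in gained and 82 in lost regions in 3D-N against 2D-N (1.58, 0.987 to 2.54) and 30 and 41 in 3D-N against 2D-H (1.75, adjusted p = 0.111, n = 12314 gained regions), and neither was called. The intervals and p-values come from two-sided Cochran-Mantel-Haenszel tests over bins of GC content. For SMAD4 in 3D-N against 2D-N, a reversed copy of the consensus had an odds ratio of 1.22, and the middle 95% of 500 shuffled copies spanned 0.675 to 1.55. Shuffled copies of WT1 spanned 0.832 to 1.65, and its reversed copy had 0.977. Single libraries decided some calls: the SOX odds ratio against 2D-N was 0.986 without 3D-N replicate 2 and passed with either 2D-N library left out, GLI1 passed with either 3D-N library left out, and WT1 against 2D-H did not pass without 3D-N replicate 2 (1.13).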

The high transcriptional activity of SMAD4 under 3D (Fig. 1F) was consistent with the upregulation of target genes of TGF-b-SMAD signaling in normoxic 3D culture (Fig. 1C, **middle**). 

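SMAD4 sites were denser in regions of spheroids outside the set shared by all 3 conditions than in regions of monolayers alone. Within 50 bp of the centre, regions only in 3D-N held 0.289 sites per kb (95% exact Poisson interval 0.272 to 0.308) and regions only in 2D-N held 0.169 (0.158 to 0.180), a ratio of 1.71. Regions only in 2D-H held 0.196 sites per kb (0.177 to 0.216) and those shared by both monolayers held 0.163 (0.151 to 0.175). Regions shared by 2D-N and 3D-N had the highest density at 0.313 (0.286 to 0.342), and those shared by 2D-H and 3D-N had 0.259 (0.218 to 0.305). Regions of all 3 conditions held 0.207 (0.198 to 0.217), close to those only in 2D-H. These intervals cover counting error only. The densities were not adjusted for GC content. Among regions found in both libraries, its mean was 54.2% for those only in 3D-N and 48.3% for those only in 2D-N, so base composition may account for the difference. For the core GTCT the ratio of regions only in 3D-N to those only in 2D-N was 1.12. AP-1 sites ran the other way, with 1.47 per kb in regions only in 2D-N and 0.149 in regions only in 3D-N. The reversed SMAD4 consensus also differed, at 0.254 per kb in regions only in 3D-N and 0.154 in regions only in 2D-N, and in regions of 2D-H and 3D-N it was denser (0.291) than SMAD4 itself. Around TGFb-SMAD target genes, losses outnumbered gains as they did elsewhere. Of 38 such genes, fixed before the data were examined, 4 had more gained than lost regions in 3D-N against 2D-N and 25 had more lost. Their 825 regions included 24 gained and 171 lost. The balance differed from that of matched random lists by -0.325 percentage points (permutation test over 10000 lists, p = 0.915). The receptor genes Tgfbr3 (6 gained and 4 lost of 45) and Tgfbr2 (4 gained and 5 lost of 28) had the most gained regions, followed by the cell cycle inhibitor gene Cdkn1a (2 gained and 0 lost of 10) and Runx3 (2 gained and 6 lost of 38). Ltbp1, which encodes a binding protein of latent TGFb, had 37 of 97 regions lost and none gained, and the fibronectin gene Fn1 had 16 of 38 lost. Against 2D-H, the list had 52 gained and 95 lost regions, 0.702 points above random lists (permutation test, p = 0.803). Runx3 gained 6 regions and lost 1 there, and Smad3 gained 5 of 51 and lost none. The list passed in no alternative setting, and its sign varied between them.

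**Figure D3:**
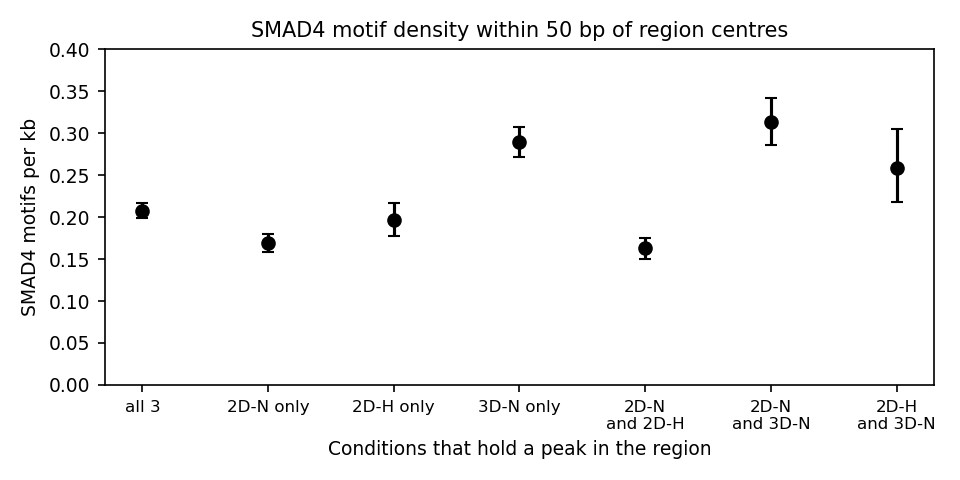
SMAD4 sites per kb within 50 bp of the region centre in each sector of the 3 conditions (2D-N, 2D-H and 3D-N), with 95% exact Poisson intervals for counting error. Sectors that include 3D-N without both monolayers lie between 0.259 and 0.313, above the sectors of monolayers alone. Densities were not adjusted for GC content.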

*Wwtr1*, encoding a transcriptional cofactor TAZ downstream of the Hippo pathway, is a well-characterized target of TGF-b-SMAD^31^. RNA-seq results showed that *Wwtr1* was upregulated in 3D culture, in line with a unique ATAC-seq peak where lies a SMAD4 binding motif (GTCT) (Fig. 1G), suggesting that the chromatin was open to SMAD4 binding under normoxic 3D conditions. 

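Wwtr1 lies on the minus strand of chromosome 3 of mm10 from 57455649 to 57575910 and has 7 exons (ENSMUSG00000027803.14). The gene and the 10000 bp before it held 28 accessible regions, and 13 of them had a peak in all 6 libraries, the region of the start site included. In 2 regions, both 3D-N libraries had a peak and no 2D library did, and both lie in intron 2. The stronger one spans 57530703 to 57531290 (588 bp) with its summit at 57530942 in 3D-N replicate 1, 44886 bp from the start site, and at 57531050 in replicate 2. Its fold was 11.3 in 3D-N replicate 1 and 11.2 in replicate 2. It holds the sequence CTGTCTCA, with the GTCT core of SMAD4, on the plus strand from 57530951 to 57530958, 9 bp from the summit of replicate 1. The reference around the site reads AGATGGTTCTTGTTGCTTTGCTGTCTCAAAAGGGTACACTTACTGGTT. The other 3D-N region spans 57527738 to 57527961, with folds of 4.27 and 4.62. Another 4 regions of Wwtr1 were lost in 3D-N against 2D-N. The same 8 bp occur in 3 more regions of the gene. At 57504928 to 57504935 in intron 2 and at 57497957 to 57497964 in intron 3 they lie in regions with a peak in all 6 libraries. At 57491847 to 57491854 on the minus strand in intron 3 they lie in a region with a peak in all 4 2D libraries and neither 3D-N library. Across the genome, CTGTCTCA was in 1.60% of regions gained and 2.25% of regions lost in 3D-N against 2D-N (odds ratio 0.722, 0.593 to 0.879), a call that was lost with either 3D-N library left out. Without 3D-N replicate 2, 5 regions of Wwtr1 had a 3D-N peak and no 2D peak. From the higher Wwtr1 RNA and the peak found only in 3D culture with a SMAD4 site in it, the paper proposes that the chromatin was open to SMAD4 binding in normoxic 3D.

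**Figure D4:**
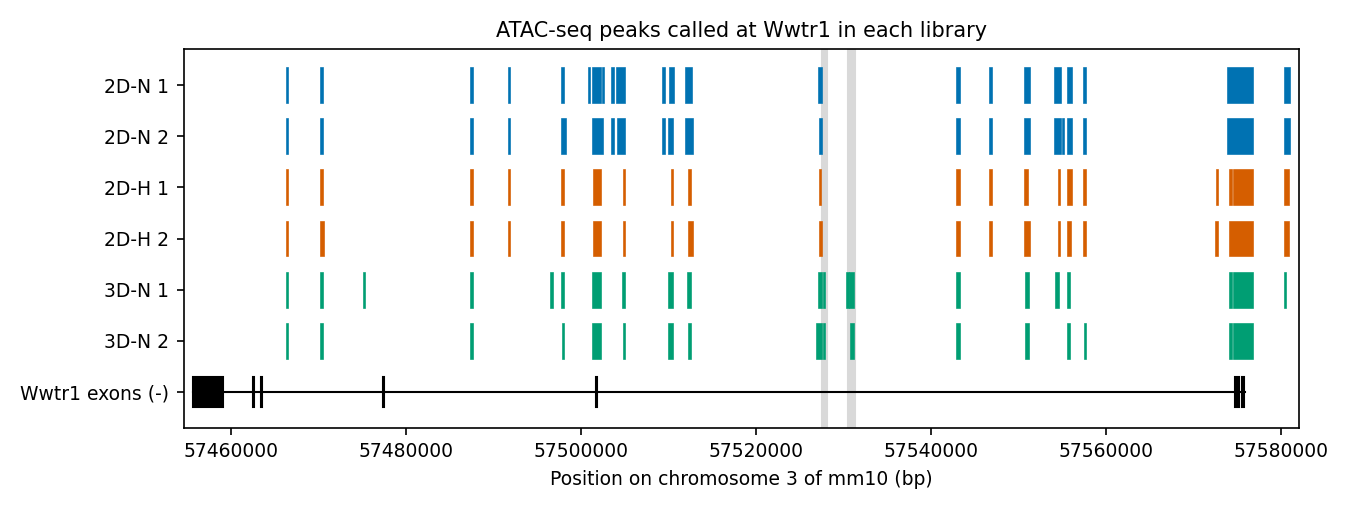
Peaks of each of the 6 libraries (2D-N, 2D-H and 3D-N) along Wwtr1 on chromosome 3, in mm10 coordinates. Bands in grey mark stretches with a peak in both 3D-N libraries and in no 2D library, of which the one at 57530743 to 57531246 holds the CTGTCTCA site.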

Interestingly, we did not observe significant changes of ATAC-seq peaks with HIF-1a and HIF-2a (EPAS1) binding motifs albeit the HIF-1b (ARNT) binding motif was greatly enriched under hypoxic 2D and normoxic 3D conditions (Fig. 1- **figure supplement 3**). 

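Sites of HIF-1a, HIF-2a and their partner ARNT did not differ in frequency between gained and lost regions beyond the test's threshold in any comparison. ARNT sites lay in 0.323% of regions gained and 0.244% of regions lost in 3D-N against 2D-N (odds ratio 1.38, 95% confidence interval 0.854 to 2.23, adjusted p = 0.316, n = 7730 gained regions). In 2D-H against 2D-N the ARNT shares were 0.271% and 0.267% (1.03, 0.650 to 1.63, adjusted p = 0.952, n = 8498 gained regions). HIF-1a sites had an odds ratio of 1.19 in 3D-N (0.777 to 1.82) and of 1.11 in 2D-H (0.752 to 1.64), both against 2D-N. HIF-2a sites had odds ratios of 1.70 (0.921 to 3.14) and 0.788 (0.383 to 1.62). These sites were rare: 25 gained regions in 3D-N and 23 in 2D-H held an ARNT site, so the intervals are wide. The shorter hypoxia response core RCGTG was in 24.7% of the regions gained in 3D-N against 2D-N, where the odds ratio was 0.973, and 28.4% of the regions of all 6 libraries. The E-box CACGTG, bound by MYC and other basic helix-loop-helix factors, had an odds ratio of 0.908 in 3D-N and 0.934 in 2D-H against 2D-N. Neither the core nor the E-box was called. The p-values come from two-sided Cochran-Mantel-Haenszel tests, adjusted over 120 tests. In 3D-N against 2D-N, ARNT and HIF-2a passed with either 3D-N library left out and HIF-1a without replicate 1. With an equal number of peaks the odds ratios lay below 1 (0.880 for ARNT, 0.963 for HIF-2a and 0.697 for HIF-1a).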

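Promoters of HIF target genes were accessible in normoxia as well as in hypoxia. Of 39 HIF targets fixed before the data were examined, 37 had a promoter region with a peak in all 6 libraries (94.9%), against 12843 of 21911 protein-coding genes (58.6%). Other lists of active genes had similar shares, such as 94.7% of TGFb-SMAD targets and 100% of cell cycle genes. Around these genes 36 of 498 regions were gained and 62 were lost in 2D-H against 2D-N. Gys1, which encodes glycogen synthase, had 7 of 20 regions gained and 1 lost. Egln3, a prolyl hydroxylase gene of the HIF feedback, had 5 of 15 gained, and Ero1l, an oxidase gene of the endoplasmic reticulum, had 3 of 11 gained, with none lost in either. Fam162a had 4 gained and 3 lost of 14. The hexokinase gene Hk1 had 8 of 31 regions lost and none gained, and Egln1, the main oxygen sensor among the prolyl hydroxylases, had 6 of 22 lost and 1 gained. Genes with more gained than lost regions numbered 9, and 19 had more lost. The balance exceeded that of matched random lists by 7.24 percentage points (two-sided permutation test, p = 0.0010, adjusted p = 0.0504). In 3D-N against 2D-N the same genes had 18 gained and 73 lost regions, and the excess was 8.24 points (permutation test, p = 0.0074, adjusted p = 0.139). Adjustment was over 72 tests, 24 lists in 3 comparisons, and none passed in the main setting. Genes of endothelial cells had a balance of the same sign in 2D-H, with 15 gained and 18 lost of 163 regions (10.1 points, permutation test, adjusted p = 0.139). The endothelial list also passed in 2D-H with an equal number of peaks (14.3 points), so such a call was not particular to HIF targets. The HIF list in 2D-H passed with stricter peaks (7.93 points), with an equal number of peaks (8.19), with 50 kb on both sides of the genes (6.12), and without 2D-N replicate 2 (11.7) or with either 2D-H library left out (10.7 and 10.2). It did not pass in the other settings, and with promoters only the excess was 0.733 points. In 3D-N against 2D-N it passed with stricter peaks (10.5) and with an equal number of peaks (9.97) and not otherwise, with 2.37 points for 50 kb and 3.41 for promoters only.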

Considering that ARNT could heterodimerize with other bHLH transcription factors, these data may suggest that the chromatin accessibility for HIF-1a and HIF-2a is poised to be open in response to hypoxic stress.

#### Cellular fitness genes under 21% and 1% oxygen in 2D and 3D culture conditions

Next, we sought to understand the cellular fitness in different culture conditions. Previous CRISPR screens under hypoxia were carried out for two weeks in K562 leukemia cells in suspension and 5 days for U2OS osteosarcoma cells in a monolayer^12,13^. While some cells may not tolerate chronic hypoxia in 2D culture, the ABC-Myc cell lines such as NEJF10 showed a similar doubling time over 4 weeks under normoxia and 1% oxygen tension in monolayer culture (Fig. 2- **figure supplement 1A**), probably due to its greater dependence on glycolysis for ATP production (Fig. 2- **figure supplement 1B**). Similarly, NEJF10 cells grew in 3D culture continuously (Fig. 2- **figure supplement 1C**). To understand the cell fitness difference in normoxia, chronic hypoxia or 3D conditions, we generated a genome-wide mouse CRISPR knockout pooled library (Brie, lentiCRISPRv2), which includes 1000 control gRNAs and 78,637 gRNAs targeting 19,674 genes. Following a 36-hour puromycin selection after NEJF10 was transduced with the pooled library, cells were split into three different culture conditions: normoxia and 1% oxygen tension cultured as a monolayer and normoxic 3D spheroids (Fig. 2A, Fig. 2- **figure supplement 2**). Samples cultured as a monolayer were collected at different times points (days 1, 6, 9, 11, 17, 19 and 23 post-transduction for normoxia, days 4, 6, 11, 14, 17, 19 and 23 post-transduction for 1% oxygen), which allowed tracking of the gradual depletion or accumulation of gRNAs for a given gene KO in the two oxygen tensions. However, we only had a one-time point sample (day 28 post-infection) for 3D spheroids. The MAGeCK algorithm was used to identify differential fitness genes for each time point^32^. For monolayer culture, we defined the fitness genes as “negative selection” or “positive selection” if their depletion or accumulation appeared as significant in at least 4 different time points (**Supplementary file 9**). We identified 648 common genes in negative selection and 6 common genes in positive selection under all conditions. While the positive selection genes were basically tumor suppressor genes such as *Cdkn2a*, *Pten* and *Ambra1*, the negative selection genes engaged in essential biological processes including RNA polymerase, DNA replication, ribosome, spliceosome, and pathways such as MYC and E2F (Fig. 2- **figure supplement 3A, B**). Protein-protein interaction network analysis further demonstrated that the essential genes under all three conditions encode proteins involved in splicing, transcription, translation, proteasome, and other critical cellular functions (Fig. 2- **figure supplement 3C**).

Since 3D culture itself leads to a relatively hypoxic core of cells within each spheroid and therefore partially recapitulates the transcriptional program of hypoxia pathway induction, we examined the fitness genes shared by monolayer under 1% oxygen tension and 3D under normoxia. Pathway analysis revealed that genes that engage in DNA repair and oxidative phosphorylation were essential to NEJF10 survival under both conditions (Fig. 2- **figure supplement 4A, B**). While hypoxia may promote a switch from oxidative phosphorylation to glycolysis, studies showed that the low oxygen concentrations in tumors may not be limiting for oxidative phosphorylation, and ATP is generated by oxidative phosphorylation in tumors even at very low oxygen tensions^33^. Therefore, NEJF10 cells might be still dependent on oxidative phosphorylation for ATP production under hypoxia. Next, we examined the context-specific fitness genes. In monolayer culture under 21% oxygen tension, genes involved in mitochondrial translation, ATP production, and organelle biogenesis were enriched in the negative selection fraction, while genes involved in heme biosynthesis or porphyrin metabolism were enriched in positive selection (Fig. 2B). Heme is an essential molecule for living aerobic organisms. Heme biosynthesis involves an eight-step enzymatic pathway starting in mitochondria with the condensation of succinyl Co-A from the citric acid cycle and an amino acid glycine. Inactivating mutations in heme synthesis genes define a group of diseases known as porphyria^34^. Recent studies revealed that acute hepatic porphyria is associated with increased risk of hepatocellular carcinoma (HCC)^35,36^. In addition, under 1% oxygen, cells in monolayer culture were more specifically sensitive to the loss of genes involved in cell cycle progression, dolichyl phosphate synthesis and to a subgroup of genes in mitochondrial ribosomal translation, while genes involved in lipid metabolism (ChREBP pathway, fatty acyl-coA synthesis) were enriched in positive selection (Fig. 2C). Interestingly, while some mitotic genes and Golgi phosphatidylinositol phosphate (PIP) synthesis genes were more essential to cells under 3D culture, the TGFb signaling pathway was uniquely and significantly enriched in positive selection in spheroids (Fig. 2D). Pan-cancer analysis reveals that genetic alterations in TGFβ pathway members occurred in 39% of TCGA cases, which were correlated with the expression of metastasis genes and poor prognosis^37^. Protein-protein interaction network analysis confirmed that mitochondrial translation genes, ATP synthase genes and general transcription factors were more specifically important for cell survival under 21% oxygen in 2D culture (Fig. 2E), while in 1% oxygen monolayer, RNA processing genes such as survival of motor neurons (SMN) complex and small nuclear ribonucleoprotein (snRNP) were more essential to cell survival (Fig. 2F). The SMN complex plays an essential role in the assembly of the spliceosomal snRNPs. One study has shown that neurons with low levels of SMN are more sensitive to hypoxia and will be the ones which undergo cell death first in any population^38^, supporting the hypoxia- specific role of SMN in our screening. However, in 3D culture under 21% oxygen, a subgroup of genes involved in RNA processing, the Anaphase-Promoting Complex (APC) for mitosis, and Ada Two A containing (ATAC) complex for acetylation of histone and Cyclin A/Cdk2^39^, were important for spheroid growth (Fig. 2G). As most prior knowledge about mammalian cell cycle progression comes from 2D cell culture experiments, it remains to be understood how cells in 3D culture proceed from G1 to S, then from S to G2/M phase.

##### Cell fitness differences with VHL-HIF-1a pathway depletion under normoxia vs. 1% oxygen in 2D or 3D

Considering that the VHL-HIF-a pathway plays a central role in response to hypoxic stress (Fig. 3A), it would be expected that knockout either of VHL or HIF-a could change the cell fitness under normoxia and hypoxia. However, the two previous screenings of K562 and U2OS cells did not show a significant effect on cell fitness in either normoxia or hypoxia after deletion of HIF-a^12,13^. Rather, deletion of *VHL* in K562 cells led to a growth advantage under normoxia^11^. In our model system, knockout of *Vhl* in NEJF10 cells led to gradual gRNA depletion in normoxia but no depletion of its gRNA under 1% oxygen (Fig. 3B), indicating that VHL loss is incompatible with cellular fitness under normoxic conditions. Conversely, knockout of *Hif1a* or *Arnt* (encoding HIF-1b) but not *Epas1* (encoding HIF-2a) led to gRNA depletion under 1% oxygen tension but not normoxia (Figs. 3C–E). We observed similar effects of VHL-HIF pathway inactivation in 3D conditions in which cells cannot tolerate the genetic deletion of *Hif1a* and Arnt (Fig. 3F). Cells in 3D even had a remarkable increase in gRNA counts of the *Vhl* gene (Fig. 3F). By examining the DepMAP data, we found that nearly all human cancer cells cultured under 2D normoxia cannot tolerate the loss of *VHL*, while cells tended to gain growth benefit by *HIF1A* knockout under normoxic oxygen conditions (Fig. 3G). Analysis of DepMAP data revealed that the *VHL* knockout effect was significantly negatively correlated with *HIF1A* expression levels under normoxia but had a less significant correlation with *HIF2A* and *HIF1B* (Figs. 3H, Fig. 3- **figure supplement 1**). We further validated the loss of function of VHL in HepG2, a human liver cancer cell line. We were unable to obtain a complete knockout of VHL in HepG2 cells when we generated stable clones that were cultured regularly in 2D under 21% oxygen (Fig. 3I), suggesting VHL is essential to cell survival under this culture condition. Partial loss of VHL led to a significant reduction in cell proliferation in 2D but not in 3D culture under 21% oxygen tension (Figs. 3J, K), which is in line with our screening result in NEJF10 cells. Thus, these genetic data indicate that VHL-HIF1 plays a dominant role in determining the cell fitness in normoxia and hypoxia, although cell type specific effects for deletion of VHL-HIF1 may also exist. Nevertheless, why some cells like U2OS were less sensitive to loss of HIF1 remains to be studied. The opposite phenotype of VHL deletion in K562 and NEJF10 cells under 21% oxygen indicates that cell type-specific functions of VHL may be present.

#### Distinct fitness outcomes for respiratory chain complex loss of function

Since mitochondrial translation and ATP synthase genes seemed to be essential for cell survival under normoxia cultured in 2D, we compared the time course of gRNA enrichment for genes with mitochondrial function. In comparison with gRNA reads on day 1 before splitting cells into different culture conditions, there was a significant reduction of gRNA counts on day 5 under normoxia for the mitochondrial ribosomal genes (Figs. 4A, B), in contrast to 1% oxygen which showed no difference between day 5 and day 1. Even on day 10, gRNA counts for mitochondrial translation genes were relatively more abundant in 1% oxygen than normoxia (p = 0.085) (Fig. 4B), indicating that hypoxia buffers the blockade effect of mitochondrial protein translation. The large-scale CRISPR screening of 1095 cell lines under normoxia performed by the DepMAP project showed that the knockout effect of human mitochondrial ribosomal gene *MPRS22* (as one example) was correlated with *HIF1A* expression (Fig. 4C), supporting the hypothesis that cells may survive longer under hypoxia when mitochondrial translation is inhibited. The electron transport chain is composed of 5 complexes (complex I-V), which drives ATP production by relaying electrons to oxygen. Surprisingly, the knockout of each complex gave rise to distinct fitness outcomes under normoxia and 1% oxygen tensions in monolayer and 3D culture. While knockout of complex I and IV led to a cell fitness advantage in all three conditions (which was opposite to K562 and U2OS cells which cannot tolerate complex I loss under normoxia^12,13^), loss of function of complex II and III seemed to be detrimental to NEJF10 cells in both 21% and 1% oxygen in monolayer, although gRNA counts were relatively enriched in 3D (Fig. 4D). However, genetic deletion of complex V, the ATP synthase, led to an adverse effect on cell survival under normoxia, opposite to 1% oxygen conditions in which cells gained a fitness advantage with knockout of complex V (Fig. 4D). For example, gRNAs for the *Atp5c1* gene, encoding one key component of ATP synthase, were gradually depleted under 21% oxygen but increased under 1% oxygen over time (Fig. 4E). The large-scale CRISPR screening of 1095 cell lines under normoxia by the DepMAP project showed that human *ATP5C1* is a pan-essential gene (Fig. 4F) because nearly all cells cannot tolerate the loss of *ATP5C1*. There was a negative correlation between *ATPC1* knockout and *HIF1A* expression (Fig. 4G). Because *HIF1A* can serve as a hypoxia surrogate marker, this negative correlation independently validated our observation that cells with loss of the ATPase survive better in hypoxia than normoxia.

Therapeutics targeting the oxidative phosphorylation (OXPHOS) pathway are being evaluated in clinical trials. In two recent phase one clinical trials for treatment of advanced solid cancers and acute myeloid leukemia, a complex I inhibitor IACS-010759 showed limited antitumor activity^40^. While in-depth study is needed to understand the mechanism by which IACS-010759 failed in clinic, the anticancer activity of IACS-010759 seemed to be inversely correlated with *HIF1A* expression (Fig. 4- **figure supplement 1**). Therefore, the anticancer activity of IACS-010759 might be greatly blunted by hypoxic conditions in a tumor. Considering cancer cells such as NEJF10 could gain a fitness advantage when complex I is genetically inhibited, pharmacological inhibition of complex I could even promote tumor growth under some specific settings.

#### Epigenetics and organogenesis pathways function as important fitness mechanisms in 3D culture

There were fewer genes which were enriched in the CRISPR screen whose loss of function promoted cell fitness under the three conditions. Protein interaction network analysis further validated context-specific dependencies such as heme biosynthesis genes (*Alas1, Hmbs*) under 21% oxygen in 2D culture, and fatty acid synthesis and mitochondrial respiratory-chain complex (MITRAC) genes (*Cox18, Surf1, Tmem70*) under 1% oxygen in 2D culture (Figs. 5A, B). Under 3D culture conditions, protein interaction networks were enriched with genes involved in epigenetics (*Kmt2d, Bcor, Arid2, Phf21b*, etc), TGFb-SMAD signaling pathway (*Tgfbr1, Tgfbr2, Tgfbr3, Smad3, Smad4, Runx3*), Hippo signaling pathway (*Nf2, Lats1, Sav1, Frmd6*), and M6A methyltransferase complex (*METTL3, METTL14, Wtap*) (Fig. 5C). After carefully examining the enriched genes based on literature annotation, we found that the signaling pathways involved in multicellular organogenesis such as TGFb, Wnt, Hedgehog and Notch pathways were enriched, particularly in 3D culture (Fig. 5D). This finding supports the theory that breakdown of communication and coordination between cells (which is required for multicellularity) leads to tumorigenesis and cancer progression^41–43^. TGFb-SMAD2/3/4 pathway is known to be involved in tumorigenesis. Interestingly, the BMP-SMAD1/5/8 signaling was not enriched in the screenings, indicating the TGFb-SMAD2/3/4 pathway is particularly important for restricting 3D cell proliferation. Considering that the aforementioned organogenesis signaling pathways converge on nuclear gene transcription, the above-mentioned epigenetic modifiers are highly likely to be integrated into these signaling pathways and modulate gene transcription. Notably, most of these genes (*Kmt2d, Bcor, Smad, Nf2, Lats1*) are tumor suppressors in human cancers. KMT2D (also known as MLL4) is a methyltransferase that methylates H3K4, and which frequently exhibits loss of function mutations in a variety of human cancers^44^ (Fig. 5-**figure supplement 1A**). Interestingly, DepMAP CRISPR screens showed that *KMT2D* was a pan-essential gene in 2D normoxia regardless of its mutation status (Fig. 5- **figure supplement 1B**). This was consistent with our results which showed *Kmt2d* gRNA depletion under both 21% and 1% oxygen tensions in 2D culture, and which contrasts with conventional understanding that cells should gain a proliferation advantage after knockout of a tumor suppressor gene. However, under 3D culture, *Kmt2d* gRNAs were remarkably enriched (Fig. 5E), which supports the tumor suppressor role of *KMT2D*. *BCOR* is another frequently mutated tumor suppressor gene^45^. Knockout of Bcor in NEJF10 cells promoted cell fitness in hypoxia and more dramatically in 3D but had minimal effect in normoxia (Fig. 5E). DepMAP data showed that the average effect of *BCOR* gene knockout was close to net zero (Fig. 5- **figure supplement 2A**). These data underscore that careful interpretation of a CRISPR knockout phenotype for tumor suppressor genes needs to consider the cellular context. *Wtap*, *METTL3*, and *METTL14* encode proteins forming the WMM complex that acts as a N6-methyltransferase to methylate adenosine residues at the N(6) position of some mRNAs (M6A) to regulate mRNA stability. Similar to the fitness outcomes of *Kmt2d* in the three conditions, knockout of *Wtap*, *METTL3* and *METTL14* led to great gRNA count enrichment in 3D culture but reduction in 2D culture (Fig. 5E). The 3D-specific role of the WMM complex was further verified in NEJF6 cells in which gRNA reads of WMM complex were remarkably increased under 3D culture as in NEJF10 cells (Fig. 5F, **Supplementary file 10**). DepMAP data showed that WTAP, *METTL3* and *METTL14* are commonly essential to most if not all cells (Fig. 5- **figure supplement 2A**). While most previous studies recognize that METTL3 and METTL14 are important to cancer cell survival, one study showed that METTL3 enhanced the tumor suppression activity of p53^46^. A recent study reported that knockout of *mettle3* enhances liver tumorigenesis in multiple mouse models^47^. Two studies also indicate that METTL14 acts as a tumor suppressor by facilitating DNA repair or modulating glycolysis^48,49^. By analyzing DepMAP data, we further confirmed the functional connection of the WMM complex with p53. The knockout effect of *METTL3* was negatively correlated with the presence of *TP53* mutations (Fig. 5G), positively correlated with the knockout effect of *TP53*, but negatively correlated with the knockout of *MDM2* (Fig. 5- **figure supplement 2B, C)**. In line with these observations, the knockout effect of *METTL3* was positively correlated with *MDM2* expression (Fig. 5- **figure supplement 2D**). MDM2 is known to antagonize the functions of p53. Thus, despite the overall detrimental effect of WMM knockout under 2D normoxia conditions from the DepMAP data, we were able to establish the genetic connection of WMM-p53-MDM2, supporting the observation WMM is tumor suppressive. It is important to note that we cannot exclude the possibility that these genes may have cancer-specific functions, and may behave differently in different cancer lineages. Taken together, our data indicate that organogenesis signaling and epigenetic regulators could behave drastically differently in 2D vs 3D culture conditions.

##### Context-specific fitness genes with altered gene expression in hypoxia and 3D are enriched with metabolic pathways

Two previous studies showed that HIF targets were not enriched in identified fitness genes under hypoxia^12,13^. HIF mainly upregulates gene expression and the downregulated genes caused by hypoxia were not directly induced by HIF^50^. In the current study, pathway enrichment analysis showed that the hypoxia-downregulated genes were negatively selected by CRISPR knockout (Fig. 6- **figure supplement 1A**). These negative fitness genes were enriched in the pathways of MYC, Wnt-b-Catenin and NOTCH4, as well as mitochondrial metabolism (Fig. 6- **figure supplement 1A**). However, among the positive selection fitness genes whose expression was altered by hypoxia, lipid metabolism genes were most significantly enriched (Fig. 6- **figure supplement 1B**). Among the genes whose expression was altered by 3D culture, the hypoxia-downregulated genes were also negatively selected, probably due to induction of the hypoxia pathway by 3D culture (Fig. 6- **figure supplement 1C**). Different from hypoxia, however, the 3D genes in negative selection were enriched in pathways of MYCN, BMP2, DREAM complex and genetic modifiers such as DNA and histone methylases, and histone acetyltransferases (Fig. 6- **figure supplement 1C**). For the 3D genes positively selected in the screening, the TGFb-SMAD pathway and NOTCH pathway were remarkably enriched (Fig. 6- **figure supplement 1D**), further suggesting that loss of genes in multicellular communication promotes tumor progression.

Next, we examined context-specific fitness genes whose expression and CRISPR gRNAs were selectively altered in 1% oxygen or 3D conditions. We only found 13 and 14 genes in negative and positive selection screenings respectively under 1% oxygen, 20 and 20 genes in negative and positive selection screenings respectively in 3D culture (Figs. 6A, B, **Supplementary file 11**). Several hypoxia-inducible genes involved in mitochondrial import (*Cox17* and *Tomm20*) and mitochondrial translation (*Mrps34, Mrpl54*) were selectively essential to cell fitness under 1% oxygen tension (Fig. 6A). *Pdgfrb*, another hypoxia-inducible gene involved in cell proliferation and angiogenesis, was also an important fitness gene in 1% oxygen. However, hypoxia-inducible genes involved in regulation of fatty acids and cholesterol (*Fasn*, *Insig1, Acaca*) were positively selected under 1% oxygen tension (Figs. 6B–E). ACACA and FASN are responsible for the de novo biosynthesis of long-chain saturated fatty acids starting from acetyl-CoA and malonyl-CoA in the presence of NADPH, while INSIG1 negatively regulates HMGCR for inhibition of cholesterol synthesis (Fig. 6C). The selective 3D inducible genes involved in integration of energy metabolism (*Gnb1, Tkt*) were particularly essential to cells in 3D culture (Fig. 6A), while those involved in regulation of the pyruvate dehydrogenase (PDH) complex (*Pdhx, Pdha1*) were positively selected after knockout in 3D culture albeit to a lesser degree under 1% oxygen (Figs. 6B, 6E). GNB1 is a guanine nucleotide-binding protein (G protein) involved as a transducer in transmembrane signaling, and whose gain of function mutations promote myeloid transformation^51^. TKT is a thiamine-dependent enzyme which plays a role in the pentose phosphate pathway. The PDH complex is known to convert pyruvate to acetyl-CoA for citrate synthesis in the tricarboxylic acid cycle and cholesterol and fatty acid synthesis (Fig. 6C). It is likely that blockade of acetyl-CoA production by PDH knockout may force cells to use alternative energy sources under hypoxic and 3D conditions, averting the Warburg effect and promoting cell survival under limited oxygen and nutrient availability in 3D spheroids. The CRISPR results were corroborated by the findings that the genes involved in regulation of PDH complex were selectively upregulated in normoxic 3D conditions (Fig. 1A). This hypothesis awaits further validation in future studies. It is noteworthy that the activity of PDH is regulated by pyruvate dehydrogenase kinase (PDK). *Pdk1* underwent distinct alternative splicing changes in hypoxia and 3D (Fig. 1- **figure supplement 1E**), which may consequently affect the activity of PDH.

### Distinct dependency of fatty acid and cholesterol synthesis pathways

Previous studies identified lipid metabolic genes which are critical to cell fitness under hypoxia^13^. However, lipid metabolic genes showed a more complex fitness phenotype although their expression was induced by hypoxia (Fig. 6D). For example, blockade of saturated fatty acid synthesis by knockout of *Fasn* and *Acaca* promoted cell fitness under hypoxia, while *Scd2*, encoding a stearoyl-CoA desaturase that utilizes oxygen and electrons from reduced cytochrome b5 to introduce the first double bond into saturated fatty acyl-CoA substrates, was essential to NEJF10 cells in both normoxia and hypoxia (Fig. 6E). This was distinct from the K562 cells which were selectively sensitive to *SCD* (human homolog of *Scd2*) KO in hypoxia^13^. *Acsl4*, encoding acyl-CoA synthetase long chain family member 4 protein that was selectively essential in hypoxia to K562 cells^13^, was essential to NEJF10 cells in all culture conditions (Fig. 6E). While the peroxisome was reported to be critical to K562 cell survival grown in hypoxia^13^, NEJF10 cells were not as sensitive to peroxisome loss. Analysis of DepMAP data revealed that the knockout effect of peroxisome genes (i.e., *PEX1*) had no significant correlation with the expression of either *HIF2A* or *MYC* while *SCD* knockout effect was negatively correlated with *MYC* expression (Fig. 6- **figure supplement 2A-D**), suggesting that *SCD* is a MYC cancer dependency gene. However, *SCD* knockout effect was positively correlated with *HIF2A* expression. Similar to *SCD*, *ACSL4* knockout effect was also negatively correlated with *MYC* expression but positively correlated with *HIF2A* expression (Fig. 6- **figure supplement 2E, F**). The effect of the SCD inhibitors A-939572 and MK-8245 was negatively impacted by high *ASCL4* expression (Fig. 6- **figure supplement 2G, H**), in line with the fact that ASCL4 is downstream of SCD (Fig. 6C). These data further support that *SCD* and ASCL4 are posited in one metabolic pathway in regulating cell tness. Taken together, our data suggest that saturated and non-saturated fatty acid synthesis exert opposite functions in regulating cell tness, at least in NEJF10 cells. The ratio of saturated vs unsaturated fatty acids is critical to cell survival^52^. This possibly because saturated fatty acids are toxic to cells due to inducing endoplasmic reticulum (ER) stress^52^. Hypoxia induces high expression of *Acaca* and *Fasn* in NEJF10 cells indicating that hypoxia promotes saturated fatty acid synthesis, which is in line with the observation by Jain^11^. The beneficial effect of *Fasn* and *Acaca* KO to NEJF10 under hypoxia is probably due to reduction of saturated fatty acid synthesis, and this hypothesis needs to be tested in the future. Although *Scd2* in NEJF10 cells was induced by hypoxia, it is possible that this is a compensatory induction because SCD proteins need oxygen for their activity. Thus, cells may be particularly sensitive to inhibition of stearoyl-CoA desaturase under hypoxic conditions.

The cholesterol biosynthesis pathway, another downstream metabolic branch of acetyl-CoA (Fig. 6C), was essential to cell survival since under either culture condition cells cannot survive after knockout of *Hmgcs1*, which encodes 3-hydroxy-3-methylglutaryl-CoA synthase 1, an enzyme catalyzing the condensation of acetyl-CoA with acetoacetyl-CoA to form HMG-CoA for cholesterol synthesis. The downstream enzymes for cholesterol synthesis such as *Pmvk, Mvd, Fdps* were essential for cell fitness under both normoxia and hypoxia in monolayer culture (Fig. 6E). Considering that cholesterol is required for membrane biogenesis and maintains the integrity and fluidity of cell membranes, cancer cells may not survive when the cholesterol synthesis pathway is fully shut down. MYC-driven cancers may be particularly sensitive to interruption of cholesterol synthesis since MYC is linked to dysregulation of cholesterol transport and storage^53^. A previous study has shown that inhibition of cholesterol synthesis by statins prevents and reverses MYC-induced lymphomagenesis^54^. Therefore, targeting cholesterol synthesis might be an option for MYC-driven cancers.

#### Synthetic lethality of partial loss of PRMT5 under 3D but not 2D culture

The spliceosome is essential to cell survival regardless of culture conditions (Fig. 2- **figure supplement 1C**). One of these key essential genes is *Prmt5* (Fig. 7A), which encodes splicing factor PRMT5. PRMT5 is required for survival of MYC-driven cancer cells^55^, and has been extensively studied as a potential cancer therapeutic target. The essentiality of PRMT5 was further validated in another independent CRISPR screen in the NEJF6 cell line (**Supplementary file 10**), another MYC-driven liver cancer cell line derived from ABC-Myc mouse liver tumor^26^. Interestingly, shRNA-mediated knockdown of *Prmt5* significantly reduced the growth of NEJF10 spheroids while minimal effect was seen when NEJF10 was cultured in monolayer under 21% and 1% oxygen tension (Fig. 7B–E). As shRNAs usually partially deplete the expression of target genes as evidenced by the western blot analysis, these data indicate that complete loss of *Prmt5* is needed to inhibit NEJF10 proliferation under 2D culture conditions. We further validated the role of *Prmt5* by genetically deleting *Prmt5* from liver via breeding a floxed *Prmt5* mouse strain with the ABC-Myc mice^26^. In comparison with the ABC-Myc control mice that rapidly developed liver tumors, knockout of either one allele or both alleles of *Prmt5* extended comparable mouse survival (Fig. 7F). H&E staining of the liver tissues revealed that deletion of even one *Prmt5* allele led to massive necrosis in some tumor regions with inflammatory cell infiltration (as evidenced by macrophage surrounding of the necrotic areas). This was not observed in the control mice (Fig. 7G, **Supplementary file 12**). These data verified the importance of *Prmt5* for tumor cell survival under multicellular settings, and demonstrate even partial loss of *Prmt5* function *in vivo* may lead to a comparable effect to complete *Prmt5* loss. Notably, the control mouse livers with *Prtm5* knockout appeared to be normal, indicating that *Prtm5* is essential for the MYC-transformed cancer cells but not for the non-transformed liver cells.

##### Epigenetic reprogramming in 3D culture leads to downregulation of Mtap

We sought to understand why partial loss of *Prmt5* affected cell proliferation in 3D but not in 2D culture. It is well known that the *MTAP* (encoding 5-methylthioadenosine phosphorylase) deletion is synthetically lethal to genetic ablation of *PRMT5* ^56^, and this finding has been translated to clinical trials by using PRMT5 inhibitors for tumors with *MTAP* deletions. Here we further verified the expression of *MTAP* and *PRMT5* knockdown effect (Fig. 7- **figure supplement 1**). Since we have observed unique pre-mRNA splicing changes in 3D culture, we examined if *Mtap* underwent distinct splicing. Indeed, in comparison with the 2D culture which showed a similar splicing pattern in normoxia and hypoxia, *Mtap* displayed distinct exon skipping of exon 2 and/or 3 in 3D culture (Fig. 7- **figure supplement 2**), which may potentially hinder its enzymatic activity by abrogating sulfate/phosphate binding^57^. However, only a small fraction of *Mtap* pre-mRNA transcripts underwent these events. Notably, the exon junction reads of whole *Mtap* pre-mRNA transcript were greatly reduced in 3D culture, consistent with the reduction of *Mtap* transcription in 3D vs 2D culture conditions (Figs. 7H). We further verified this by quantitative real-time PCR (Fig. 7I) and western blot analysis (Fig. 7J). To determine the mechanism by which *Mtap* was reduced in 3D culture, we examined the chromatin accessibility at the *Mtap* genomic locus. The results showed a drastic effect of culture conditions on *Mtap* chromatin accessibility in which four open chromatin regions were closed in 3D culture (Fig. 7K). These data suggest that the enhancer activity driving *Mtap* expression was repressed, leading to the downregulation of *Mtap* expression, and consequently, synthetic lethality with partial loss of Prmt5.

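Mtap encodes methylthioadenosine phosphorylase of the methionine salvage pathway and lies on the plus strand of chromosome 4 of mm10 from 89137122 to 89181081, with 8 exons (ENSMUSG00000062937.7). The gene and the 10000 bp before it held 30 accessible regions. The region of its start site, from 89136748 to 89138584, and 9 others had a peak in all 6 libraries. No region was gained in 3D-N against either monolayer. Against 2D-N, 10 regions were lost in 3D-N, and 8 of those were also lost in 2D-H against 2D-N. Both of the others had a peak in all 4 2D libraries and in neither 3D-N library. One lies in intron 4 from 89168646 to 89168989, with folds of 15.3 and 19.8 in 2D-N and 7.21 and 6.85 in 2D-H. The other lies in exon 8 from 89180133 to 89180414, with folds of 12.4 and 12.5 in 2D-N and 12.7 and 13.7 in 2D-H. A region in intron 2, from 89148829 to 89149789, had folds of 39.5 and 44.6 in 2D-N and 20.4 and 18.7 in 2D-H. In spheroids it had a peak of fold 5.30 in replicate 1 and none in replicate 2. Single bases were then compared in place of merged regions, a choice made after seeing the data. In 4 stretches of at least 100 bp, every 2D library had a peak and neither 3D-N library did. Both lost regions hold one each, at 89168709 to 89168949 (241 bp) and 89180147 to 89180401 (255 bp). The longest, from 89145911 to 89146521 (611 bp), is the right part of a region of intron 1 whose remainder had a peak in all 6 libraries. The last, from 89128737 to 89128865 (129 bp), lies before the gene. It is part of a region from 89126760 to 89129850 that had a peak in all 6 libraries. Cdkn2a, a neighbour on the minus strand, had 13 regions, of which 3 were lost in 3D-N against 2D-N and 4 had a peak in all 6 libraries. Wwtr1 had 5 stretches of this kind, so they are not particular to Mtap. With so few libraries no exact test of a single region can reach 0.05, and 3 regions of Mtap in place of 10 were lost against 2D-N with an equal number of peaks in each library. Across the genome, regions of all 6 libraries had a median fold of 11.5 in 3D-N and 32.9 in 2D-N. A missing 3D-N peak therefore need not mean closed chromatin.

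**Figure D5:**
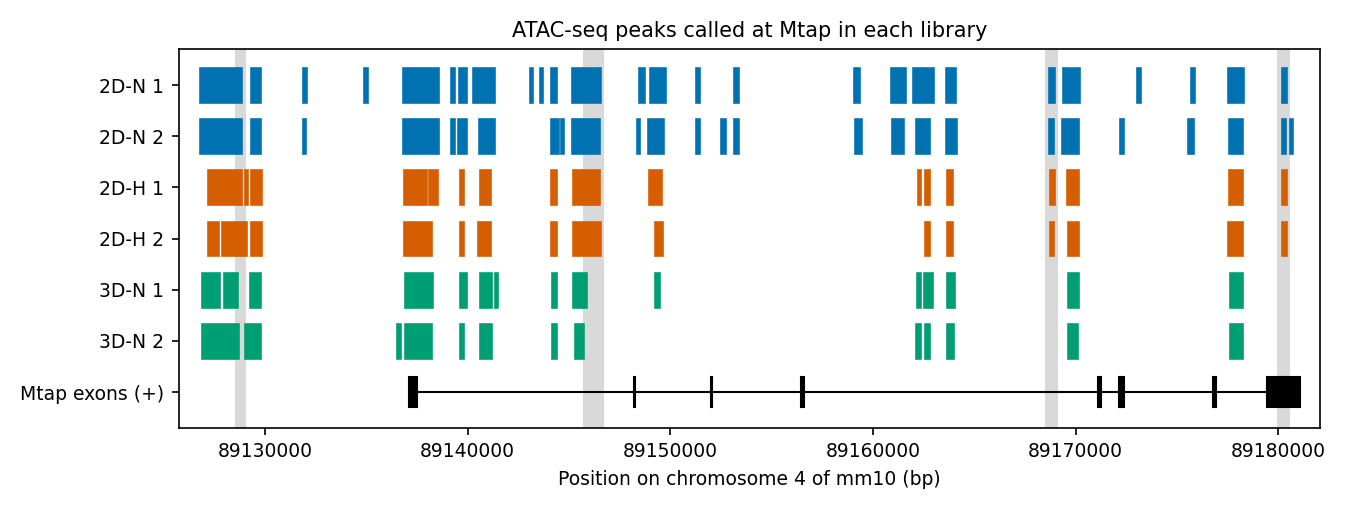
Peaks of each of the 6 libraries (2D-N, 2D-H and 3D-N) along Mtap on chromosome 4, in mm10 coordinates. Bands in grey mark the 4 stretches of at least 100 bp with a peak in all 4 2D libraries and in neither 3D-N library, the longest of 611 bp.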

## Discussion

The heterogeneity of an organ or tumor at single cell level is not only determined by genetic and epigenetic factors but also by its surrounding microenvironment such as nutrient and oxygen availability and cell-cell interaction. We do not entirely understand how each cell adapts to its endogenous and exogenous milieus for cellular tness. While technologies such as scRNA-seq and spatial transcriptomics have helped to understand cellular heterogeneity, it is challenging to dissect each cell’s fate in an *in vivo* setting like an organ or a tumor mass. Genome-wide CRISPR screening approach in combination with certain environmental conditions in *an* *in vitro* setting are valuable for understanding the combined genetic and environmental interactions that determine cell tness. In this study, we used a MYC-driven murine liver cancer model^26^, and successfully identified context-specific fitness genes and pathways, as well as commonly shared fitness genes, in monolayer culture under 21% and 1% oxygen tensions and 3D spheroid culture under 21% oxygen tension. Notably, our study revealed that (1) organogenesis pathways such as TGFb-SMAD are enriched in 3D spheroids under positive selection; (2) epigenetic modi er genes encoding BCOR, KMT2D, METTL3 and METTL14 act in different ways in 2D vs. 3D culture; (3) Loss of the *VHL*-HIF1 pathway is incompatible with cell survival in normoxic 2D conditions, but not hypoxic 2D or normoxic 3D conditions; (4) Distinct requirements for each complex of the electron transport chain exist in normoxia, hypoxia and 3D; (5) Distinct requirements for fatty acid and cholesterol synthesis pathways exist in normoxia and hypoxia and 3D; and (6) Epigenetic reprogramming of *Mtap* in 3D culture leads to context-dependent synthetic lethality to *Prmt5* knockdown. Overall, our studies demonstrated that cancer cells have distinct fitness mechanisms which are dependent on culture conditions. While these findings may not be overtly surprising, our study also revealed nuanced, counterintuitive findings such as each component of the same signaling pathway (i.e., complex of oxidative phosphorylation) exhibiting distinct effects on cell fitness when genetically deleted. Nevertheless, the question of why knockout of each complex of the electron chain reaction gave rise to different fitness outcomes under different cellular context remains to be answered.

Epigenetic modifiers such as KMT2D, BCOR, METTL3 and METTL14 were a limiting factor for uncontrolled cell proliferation in 3D spheroids, which may reveal the mechanism of how they function as tumor suppressors in human cancer. These epigenetic modifiers likely maintain the cellular homeostasis during organogenesis, and when disrupted, tumorigenesis ensues. Surprisingly, knockout of *Kmt2d* and *METTL3*/*METTL14* led to fitness defects in 2D culture under 21% oxygen tension. The DepMAP data also showed that cells cannot survive when *KMT2D* is deleted regardless of its mutation status. We speculate that cell-cell communication in 3D culture more closely represents organogenesis in vivo, which needs to be well controlled to prevent aberrant growth. While under a 2D setting, such cell-cell communications do not exist, alternative signaling acts and gives rise to different phenotypes from 3D culture. While the mechanisms accounting for the phenotypic discrepancies in 2D vs 3D conditions for these epigenetic modifiers await elucidation in future studies, our current findings demonstrate that caution should be taken when interpreting the phenotypic screening of these epigenetic modifiers under conventional cell culture conditions.

While HIF pathways were induced by both 1% oxygen and 3D culture, CRISPR screening showed that fewer HIF targets constitute fitness genes in this model system. Instead, hypoxia-inducible genes that were not HIF targets were selectively essential at different oxygen tensions. These results were consistent with previous studies^12,13^. Nevertheless, we found that *VHL* and *Hif1a* were essential for cell survival in NEJF10 cells under 21% and 1% oxygen respectively, and this was not observed in K562 and U2OS cells^12,13^, suggesting a cell type-specific effect. The previous study found that lipid metabolism and peroxisome genes in K562 cells are essential in hypoxia^13^. However, the peroxisome pathway was not enriched in the MYC-driven NEJF10 cells in either culture condition, suggesting that peroxisome-mediated lipid metabolism might not be essential to MYC-driven cancer. Interestingly, genes responsible for saturated (*Fasn*, *Acaca*) and non-saturated fatty acid synthesis (*Scd2*) or fatty acid catabolism (*Acsl4*) exert opposite functions in cell tness. Considering that both MYC and HIF play critical roles in regulating metabolic gene expression, further dissection of their interaction under different cellular contexts may help us understand the context-specific fitness genes.

## Methods and Materials

### Established cell lines and spheroid culture

NEJF10, NEJF6 and HepG2 (ATCC, HB-8065) cells were maintained in DMEM (Fisher Scientific, Cat#MT10013CM) supplemented with 10% FBS (Gibco, Cat#10437028), and 1% Penicillin- Streptomycin solution (Gibco, Cat#15140122) at 37°C in 5% CO_2_ in a humidified incubator. U2OS (ATCC, HTB96) and HCT116 (ATCC, CCL-247) were cultured with McCoy’s 5A (Fisher Scientific, 16600082) supplemented with 10% FBS (Gibco, Cat#10437028), and 1% Penicillin- Streptomycin solution (Gibco, Cat#15140122) at 37°C in 5% CO_2_ in a humidified incubator. The spheroids formed when NEJF10 or NEJF6 liver cancer cell lines were cultured in low-attachment dish or flask with standard complete DMEM media as mentioned above for 2D cell culture.

### Modified cell lines

#### Generation of NEJF10 cells with PRMT5 shRNA Knockdown

Plasmids of shRNA-ctrl (Vectorbuilder, VB010000–0009mxc), PRMT5-shRNA#1 (Vectorbuilder, VB900070–3948cva), PRMT5-shRNA#2 (Vectorbuilder, VB900070–3942srh), and PRMT5-shRNA#3 (Vectorbuilder, VB900080–7913zan) were purchased from Vector Builder. Plasmids were maxipreped by using NucleoBond Xtra EF kits (Takara Bio USA, 740424–50) following manufacturer’s protocol. shRNA Lentivirus were produced with transient transfection of PEI-pro plasmids complex (6μg of shRNA-ctrl, PRMT5shRNA#1, shRNA#2, shRNA#3, 3 μg of 1–1r, 1 μg RTR, 1 μg of VSVg with 22 ul of PEI pro in 400 μl of DMEM medium) with 5 × 10^6^ HEK293T cells in 10 ml complete medium (DMEM, 10% FBS and 100 U/mL penicillin/streptomycin) in a 10 cm dish. Virus supernatant was collected every 8–12 hours for 3 days, which were passed through a 0.45μm filter and concentrated by ultracentrifuge at 28,500 rpm for 2 hours at 4°C. NEJF10 cell was seeded in six well plate one day before lentivirus transduction. The lentivirus particles were added to NEJF10 cells with polybrene to final concentration of 8 μg/ml. Puromycin (4 μg/ml in complete medium) selection were performed in the next day after virus transduction. After three days selection, NEJF10-shRNA-ctrl, NEJF10-PRMT5-shRNA#1, NEJF10-PRMT5- shRNA#2 and NEJF10-PRMT5-shRNA#3 post selection cells were cultured and expanded to perform 2D crystal violet staining under hypoxia and normoxia culture conditions and 3D organoids proliferation assay with DMEM complete medium without puromycin.

#### PRMT5 knockout in ABC-Myc genetic mouse model

Albumin-Cre (Alb-Cre) (Strain #003574), R26StopFLMYC (CAG-MYC) (Strain #020458), and PRMT5 flox (Strain # 034414) mice were obtained from the Jackson Laboratory. To generate Prmt5 specific KO in mouse liver, Alb-Cre^+/+^ mice were bred with Prmt5^flox/flox^ mice to get Alb-Cre^+/wt^ ::Prmt5^flox/wt^ mice. CAG- MYC^+/+^ mice were bred with Prmt5^flox/flox^ mice to obtain CAG-Myc^+/wt^::Prmt5^flox/wt^ mice. Then, Alb-Cre^+/wt^ ::Prmt5^flox/wt^ mice were bred with CAG-Myc^+/wt^::Prmt5^flox/wt^ to generate Alb-Cre^+/wt^:: CAG-Myc^+/wt^ ::Prmt5^wt/wt^ (ABC-MYC), Alb-Cre^+/wt^:: CAG-Myc^+/wt^::Prmt5^flox/wt^ (ABC-MYC-Prmt5^fl/wt^), Alb-Cre^+/wt^:: CAG-Myc^+/wt^::Prmt5^fl/fl^(ABC-MYC-Prmt5^fl/fl^), Alb-Cre^+/wt^::CAG-Myc^wt/wt^::Prmt5^fl/wt^ (Alb-Cre-Prmt5^fl/wt^), Alb-Cre^+/wt^::CAG-Myc^wt/wt^::Prmt5^fl/fl^(Alb-Cre-Prmt5^fl/fl^). For genotyping, the genomic DNA was extracted from tail biopsies, and PCR ampli cation assay was performed using KAPA Mouse Genotyping Kits (Roche Corporate, Cat#KK7352) according to The Jackson Laboratory genotyping PCR conditions for each mice strain. The primers 5’-TGC AAA CAT CAC ATG CAC AC, GAA GCA GAA GCT TAG GAA GAT GG- 3’ and 5’-TTG GCC CCT TAC CAT AAC TG-3’ were used for Alb-Cre genotyping (AlbCre = 390bp and WT = 351bp). The primers 5’-CCA AAG TCG CTC TGA GTT GTT ATC-3’, 5’-GAG CGG GAG AAA TGG ATA TG-3’, 5’-CCA AGA GGG TCA AGT TGG A-3’ and 5’-GCA ATA TGG TGG AAA ATA AC-3’ are used for CAG-Myc genotyping (MYC = 550bp and WT = 604bp). The primers 5’- GAT ACC AGG ACC CAC ACT GG −3’, and 5’- CTT AGG GGC TTC ATG CAT CT-3’ were used for Prmt5 flox genotyping (flox ~ 330 bp and wild type = 239 bp). The genotyping PCR products were resolved in 2% agarose gel (Invitrogen, Cat#16500–500) and imaged with Li-COR D-Digit (Li-COR, 3500). Mice were housed with temperature and 12h light/12h dark cycle controlled under specific-pathogen-free conditions (SPF) at the St Jude Children’s Research Hospital mouse facility. All experiments that involved the use of mice were performed in accordance with the guidelines outlined by the St Jude Children’s Research Hospital Institutional Animal Care and Use Committee (IACUC).

### Method details

#### Seahorse real-time ATP rate assay

The ATP production rate assay was determined using the Seahorse XF Real-Time ATP Rate Assay Kit (Agilent, 103592–100) and the Seahorse XF Pro Analyzer (Agilent). Briefly, cells were seeded into the Seahorse XF Pro M cell culture microplate (Agilent, 103774–100) at different cell densities (10000, 20000, and 4000 cells per well). At the same time, the XF Pro Sensor Cartridge was hydrated using 200 μl of XF calibrant (Agilent, 100840–000) in a 37°C CO2-free incubator overnight. The next day, the cells were washed and incubated with XF DMEM medium (Agilent,103575–100) supplemented with 10 mM glucose (Agilent, 103577–100), 1 mM pyruvate (Agilent, 103578–100), and 2 mM L-glutamine (Agilent, 103579–100). OCR and ECAR were measured in the Agilent’s Seahorse XF Pro Extracellular Flux Analyzer by subsequent sequential injections of two compounds that affect the cellular bioenergetic processes, as follows: 20 μl of oligomycin (10 μM) in port A and 22 μl of rotenone/antimycin A (5 μM) in port B. Data was processed with Seahorse Analytics.

#### RNA-seq analysis for differential gene expression (DGE)

NEJF10 cells were cultured with DMEM complete medium in 6 well plate (Falcon,353046) for 2D and in ultralow attachment 6 well plate (Corning, 3471) for 3D under 21% and 1% oxygen conditions for 48 hours. Total RNA extraction from cells was performed using the RNeasy Mini Kit (74106, Qiagen) according to the manufacturer’s instructions.

Total stranded RNA sequencing data were processed by the internal AutoMapper pipeline. Briefly the raw reads were first trimmed (Trim-Galore version 0.60), mapped to mouse genome assembly (mm10) (STAR v2.7) and then the gene level values were quantified (RSEM v1.31) based on GENCODE annotation (M22). Low count genes were removed from analysis using a CPM cutoff corresponding to a count of 10 reads and only con dently annotated (level 1 and 2 gene annotation) and protein-coding genes are used for differential expression analysis. Normalization factors were generated using the TMM method, counts were normalized using voom and normalized counts were analyzed using the lmFit and eBayes functions (R limma package version 3.6.3). The significantly up- and down- regulated genes were defined by at least 2-fold changes and adjusted p-value < 0.05. Then Gene Set Enrichment Analysis (GSEA) was conducted using gene-level log2 fold changes from differential expression results against gene sets in the Molecular Signatures Database (MSigDB 6.2) (gsea2 version 2.2.3).

#### RNA-seq analysis for alternative splicing analysis

After mapping RNA-seq data, rMATS v4.1.0 was used for RNA alternative splicing analysis by using the mapped BAM files as input. Specifically, five different kinds of alternative splicing events were identified, i.e., skipped exon (SE), alternative 5’-splicing site (A5SS), alternative 3’-splicing site (A3SS), mutually exclusive exon (MXE) and intron retention (RI). To keep consistent, the same GTF annotation reference file for mapping was used for rMATS. For stranded RNA-seq data, the argument “--libType fr-firststrand” was applied. To process reads with variable lengths, the argument “--variable-read-length” was also used for rMATS. To select statistically significantly differential splicing events, the following thresholds were used: FDR < 0.05 and the absolute value of IncLevelDifference > 0.1. For visualization, the IGV Genome Browser was used to show the sashimi plots of splicing events.

#### CRISPR screening and data analysis

The Mouse CRISPR Knockout Pooled Library (Brie, lentiCRISPRv2) was obtained from Addgene (Addgene#73632), which includes 1000 control gRNAs and 78,637 unique sgRNA sequences targeting 19,674 human genes (4 sgRNAs per gene, and 1000 non-targeting controls). The plasmid library was amplified and validated in the Center for Advanced Genome Engineering at St. Jude Children’s Research Hospital as described in the Broad GPP protocol (https://portals.broadinstitute.org/gpp/public/resources/protocols) except EnduraTM DUOs (Lucigen) electrocompetent cells were used for the transformation step. The workflow of this whole genome genetic screen is illustrated in Fig. 2A. The NEJF10 cells were transduced with mouse CRISPR Knockout pooled library (Brie) at a low MOI (~ 0.3) to ensure effective barcoding of individual cells. Cells were replenished with fresh DMEM medium containing 2 μg/mL puromycin (Millipore Sigma) for 36 h. After puromycin selection, cells were washed to eliminate dead cell debris and maintained in complete DMEM medium.

In the process of 2D screening, to maintain adequate representation of gRNAs, during the CRISPR screening, a total of 8 million cells were re-plated during each time point, ensuring a consistent 100x coverage of the Brie library. The 2D hypoxia screening took place within a hypoxia chamber, and all cell culture activities were conducted under the controlled environment of this chamber (Whitley H35 HEPA Hypoxystation). In the context of Brie-library screening involving NEJF-10 cells within a 3D culture framework, 0.5 million cells were introduced into each well of a 96-well plate (non-adherent), totaling 144 wells. A centrifugation step at 1000 rpm for 5 minutes was subsequently undertaken. Each individual spheroid maintained an approximate coverage of ~ 6.2x for each gRNA, and when combined, the total gRNA coverage across all spheroids reached 900x. On the following day, the formed spheroids were carefully transferred to a non-adherent T75 flask, ensuring their spherical structure was preserved. The spheroids were cultured within a regular CO_2_ incubator, utilizing a shaker operating at 80 rpm. To maintain their growth, the cell culture medium was replenished every alternate day. At each time point 32×10^6^ cells were collected for genomic DNA extraction to ensure over 400× coverage.

The total genomic DNA was extracted using a DNeasy Blood & Tissue Kit (Qiagen) and quantified with a Nanodrop instrument. The sgRNA sequences were amplified using PCR method using NEB Q5 polymerase (New England Biolabs). PCR products were purified by AMPure XP SPRI beads (Beckman Coulter) and quantified by a Qubit dsDNA HS assay (Thermo Fisher Scientific). A total of 16 million reads were sequenced using an Illumina HiSeq sequencer, and the sequencing data were analyzed using MAGeCK-VISPR software^58^. NGS sequencing was performed in the Hartwell Center Genome Sequencing Facility at St. Jude Children’s Research Hospital. Single-end, 100-cycle sequencing was performed on a NovaSeq 6000 (Illumina). Validation to check gRNA presence and representation was performed using calc_auc_v1.1.py (https://github.com/mhegde/) and count_spacers.py. Network analysis performed using STRING program (https://string-db.org/).

#### Lentivirus preparation and transduction for VHL knockout in HepG2 cells

The lentiviral-based knockout plasmids targeting the VHL gene (VHL-CRISPR guide RNA1 pLentiCRISPR v2 and VHL-CRISPR guide RNA2 pLentiCRISPR v2, Cat#SC1678) were procured from GenScript. The control plasmid, pLentiCRISPR v2 (Cat#52961), was sourced from Addgene. Plasmids were maxipreped by using NucleoBond Xtra EF kits (Takara Bio USA, 740424–50) following manufacturer’s protocol. Lentivirus was produced by transient transfection of PEI-pro DNA complex (LentiV2, VHL-gRNA-1 and VHL-gRNA-2 plasmids, 1–1r, RTR, VSVg with PEI pro in DMEM medium) with HEK293T cells in 12 ml DMEM complete medium in a 15 cm dish. Virus supernatant was collected every 8–12 hours for 3 days, which were passed through a 0.45 μm filter and concentrated by ultracentrifuge at 28,500 rpm for 2 hours at 4°C. The VHL-gRNA virus particles were added to HepG2 cells which seeded previous day, following add polybrene to final concentration of 8 μg/ml. Puromycin (1 μg/ml in complete medium) selection were performed in the next day after virus transduction. At the end of the 72 hours, all HepG2 parental control cells were dead. HepG2-lentiV2, HepG2-VHL-KO1 and HepG2-VHL-KO2 cells post selection were cultured and expanded with DMEM complete medium. For 2D and 3D cell proliferation assay, HepG2-lentiV2, HepG2-VHL-KO1 and HepG2-VHL-KO2 cells were cultured with 96 well clear flat bottom (Corning, 353072) for 2D and 96-well clear round bottom ultra-low attachment plate (Corning, 7007) for 3D in the IncuCyte. High resolution bright field images were captured every 6–8 hours. Analysis modules use edge finding algorithm to quantity 2D and 3D growth and size over time to measure cell proliferation. The raw data of 2D cell proliferation were exported to and plotted with GraphPad Prism 9.5.1. For the 3D cell proliferation, the raw data was exported to excel and normalized to 24 hours 3D size, then plotted graph with GraphPad Prism 9.5.1.

#### Online bioinformatics tools and programs

Pathway analysis was performed by using Enrichr program (https://maayanlab.cloud/Enrichr/). Protein-protein interaction network was analyzed by using STRING program (https://string-db.org/). Correlation of knockout effects of two genes, knockout of one gene vs gene expression, gene knockout effect vs drug effect, gene expression vs drug effect was analyzed by DepMap data (https://depmap.org/portal/), then data were downloaded and presented by using PRISM program.

#### Histology and immunohistochemistry

Liver tumors were fixed in 10% neutral buffered formalin, embedded in parafin, sectioned at 4 μm, mounted on positive charged glass slides (Superfrost Plus; 12–550-15, Thermo Fisher Scientific, Waltham, MA) that were dried at 60°C for 20 minutes, and stained with hematoxylin and eosin (HE). The following immunohistochemistry protocol was used for the detection of anti-Galectin-3 (Mac-2) (M3/38, ACL8942AP, Accurate Chemical and Scientific Corporation), 1:1000, 32’ incubation, heat-induced epitope retrieval with cell conditioning media 1 (Ventana Medical Systems, Tucson, AZ), 32 minutes; Visualization with DISCOVERY OmniMap anti-Rt HRP (760–4311; Ventana Medical Systems), DISCOVERY ChromoMap DAB kit (760 − 159; Ventana Medical Systems).

#### Western blot

For western blotting, samples were mifixed with equal volume of 2 X sample buffer (1M TRIS/HCl, 10% SDS, 0.1% bromophenol-blue, 10% β − mercaptoethanol, 10% glycerol), sonicated for 30 seconds on 30% AMPL (Sonics & Materials Inc, VCX 130PB) and heated for 15 minutes at 95°C. Proteins were resolved on SDS-polyacrylamide gels (Bio-Rad, Cat#4568083) and transferred onto PVDF membrane (Bio-Rad, Cat#170–4272) with Trans-blot Turbo transfer system (Bio-Rad, Cat#1704150). After being incubated with primary antibodies overnight at −20, horseradish peroxidase-(HRP) conjugated secondary antibody (Thermo Fisher, A245373, A245182) at 1: 5000 was used for 1 hour incubation. The signals were detected by chemiluminescence (ECL, Thermo Fisher). Images were taken using Li-COR Odyssey FC (Li-COR, Cat#2800). Antibodies including β-Actin (Sigma, A1978, 1:5,000), HIF1α (CAYMAN, 10006421, 1:200), HIF2α (Novus, NB100–122, 1:500), VHL (Cell Signaling Technology, 68547S, 1:1000), PRMT5 (ABclonal, A1520, 1:1000), HSP90 (Santa Cruz, sc13119, 1:1000) and MTAP (Cell Signaling Technology, 4158S,1:1000) were used for western blot.

#### Crystal Violet Staining

NEJF10-shRNA-ctrl, NEJF10-PRMT5-shRNA#1, NEJF10-PRMT5-shRNA#2 and NEJF10-PRMT5-shRNA#3 was seeded in 6 well plate (Falcon,353046) and cultured for 6 days. After removing medium, cells were washed with Dulbecco’s phosphate buffered saline without calcium or magnesium (DPBS, Lonza) and treated with 4% Formaldehyde in PBS (PFA) for 20 minutes. Once PFA was removed, cells were stained with 0.1% crystal violet stain for 1 hour, followed by water rinsing three times. The crystal violet staining plates were imaged after the plates were completely dry.

#### Organoids proliferation assay of PRMT5 knockdown in NEJF10 cell organoids

NEJF10-shRNA-ctrl, NEJF10-PRMT5-shRNA#1, NEJF10-PRMT5-shRNA#2 and NEJF10-*PRMT5*-shRNA#3 3000 cells per well were cultured with 96-well clear round bottom ultra-low attachment plate (Corning, 7007) in the IncuCyte. IncuCyte scanning was used to live imaging and measure the proliferation and dynamics of PRMT5 knockdown in NEJF10 cell organoids. Replicates were 6–8 per group. High resolution bright field images were captured every 6–8 hours without human interaction. The organoids proliferation was analyzed and quantified using IncuCyte software. Analysis modules use edge finding algorithm to quantity organoid growth and size over time to measure organoid proliferation. Real-time analysis is performed over 9 days. The raw data were exported and plotted with GraphPad Prism 9.5.1.

#### RT-PCR for MTAP

Total RNA from NEJF10 cells cultured under 2D normoxia, hypoxia and 3D normoxia conditions were performed using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. cDNA was prepared from extracted RNA using Invitrogen^™^ SuperScript^™^ IV Reverse Transcriptase (ThermoFisher Scientific, 18091050) and detected by fast SYBR Green (Applied Biosystems, 4368708) on Applied Biosystems 7500 Fast Real-time PCR System. Two sets of MTAP primers (set1: Forward 5’-ACGGCGGTGAAGATTGGAATA − 3’ and Reverse 5’-ATGGCTTGCCGAATGGAGTAT − 3’ and Set2: Forward 5’-AAGCCATCCGATGCCTTAATTT − 3’ and Reverse 5’-TTGCCTGGTAGTTGACTTTTGAA − 3’) were used for RT-PCR and 18s primers (Forward 5’-GCTTAATTTGACTCAACACGGGA-3’ and Reverse 5’-AGCTATCAATCTGTCAATCCTGTC − 3’) were performed as internal controls. qPCR signal for each gene was normalized to those of 18s using the ΔCT method. Results were represented as fold expression relative to WT with the standard error for 3–4 biological replicates.

#### ATAC-seq

NEJF10 cells were cultured in 21% and 1% oxygen in monolayer, or 21% oxygen in 3D spheroid. Fresh cultured NEJF10 cells (100,000 per sample) under different culture conditions were harvested and washed with 150μl cold Dulbecco’s Phosphate-Buffered Saline (DPBS) containing protease inhibitor (PI). Nuclei were collected by centrifuging at 500 g for 10 minutes at 4°C after cell pellets were resuspended in lysis buffer (10 mM Tris-Cl pH 7.4, 10 mM NaCl, and 3 mM MgCl_2_ containing 0.1% NP-40 and PI. Nuclei were incubated with Tn5 transposon enzyme in transposase reaction mix buffer (Illumina) for 30 min at 37°C. DNAs were purified from transposition sample by using Min-Elute PCR purification kit (Qiagen, Valencia, CA) and measured by Qubit. Polymerase chain reaction (PCR) was performed to amplify with High-Fidelity 2X PCR Master Mix [72°C/5mins + 98°C/30 s + 12 × (98°C/10 s + 63°C/30 s + 72°C/60 s) + 72°C/5 min]. The libraries were purified using Min-Elute PCR purification kit (Qiagen, Valencia, CA). ATAC-seq libraries followed by pair-end sequencing on HiSeq4000 (Illumina) in the Hartwell Center at St Jude Children’s Research Hospital. The ATAC-seq raw reads were aligned to the mouse reference genome (mm10) using BWA^59^ to and then marked duplicated reads with Picard (version 1.65), with only high-quality reads kept by samtools (version 1.3.1, parameter “-q 1 -F 1024”)^60^. Reads mapping to mitochondrial DNA were excluded from the analysis. All mapped reads were offset by + 4 bp for the + strand and − 5 bp for the – strand^61^. Peaks were called for each sample using MACS2^62^ with parameters “-q 0.01 –nomodel –extsize 200 –shift 100”. Peaks were merged for the same cell types using BEDtools^63^. Peak annotation was performed using HOMER^64^. All sequencing tracks were viewed using the Integrated Genomic Viewer (IGV 2.3.82)^65^.

#### Statistical analysis

All quantitative data are presented as mean ± SD. Unpaired Student’s t test was performed for comparison of two groups. Kaplan-Meier method was used to estimate the survival rate. P-values across multiple time points were adjusted for multiple comparison using the Holm-SidaK method. p < 0.05 was considered as statistically signi cant. All the statistical analyses, except where otherwise noted, were performed using GraphPad Prism (v9).

## Figures and Tables

**Figure 1.**
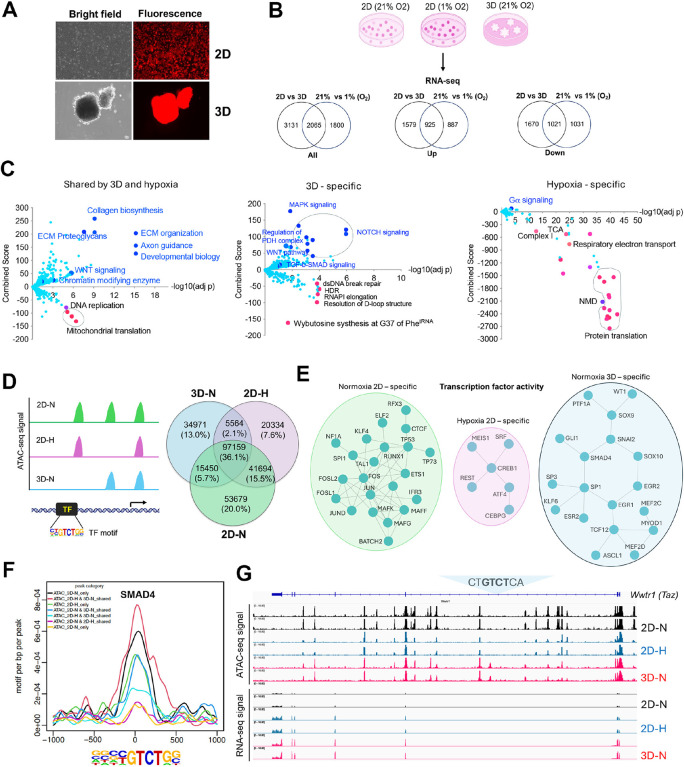
Transcriptomic and epigenetic reprogramming in hypoxic 2D and normoxic 3D conditions. (A) The ABC-Myc driven hepatoblastoma organoids serve as a good model for genome wide fitness screening. The ABC-Myc lineage was validated through expression of TdTomato. (B) RNA- sequencing data from cells cultured in our conditions of interest are represented in Venn Diagrams of genes in 3D vs 2D normoxia and 2D-Hypoxia vs 2D-Normoxia (n =3 per group). The leftmost Venn diagram represents a total count of all genes identified, followed by the Up and down labeled diagrams reporting the upregulated and downregulated genes, respectively. The numbers in the Venn diagrams represent the number of significant genes expressed in the respective conditions. (C) The volcano plots, generated using Enrichr, show significant REACTOME pathways shared by cells in normoxic 3D and hypoxic 2D (left), specific to hypoxic 2D (middle) and normoxic 3D conditions (right) (n = 3 per group). The X- axis represents the signi cance of expression change for a gene in –log10 (adjusted P- value). The Y- axis represents the combined score for enrichment of a given pathway with positive values indicating enrichment and negative values indicating a decrease in the pathway. (D) ATAC-seq analysis for cells under normoxic 2D, hypoxic 2D and normoxic 3D conditions (n=2 per group). The left cartoon indicates the changes of ATAC-seq signals under different culture conditions and predicted transcription factor binding motif. Right Venn diagram showing the common and unique ATAC-seq signals (numbers and percentages) under three conditions. (E) Protein-protein interaction network (STRING confidence threshold = 0.7) formed by transcription factors that are predicted to be highly active under normoxic 2D, hypoxic 2D and normoxic 3D, respectively. (F) SMAD4 motif densities around ATAC-seq open chromatin regions (±1000 bp) by categories. Motif density was determined by HOMER (Hypergeometric Optimization of Motif EnRichment) program and normalized to that in a background sequence of equal length. X-axis indicates the distance to peak center (bp). (G) IGV snapshot shows the ATAC-seq signals and RNA-seq reads under normoxic 2D, hypoxic 2D and normoxic 3D conditions. The “CT**GTCT**CA” SMAD4 binding motif lies within the ATAC-seq peak specifically appears in normoxic 3D conditions.

**Figure 2.**
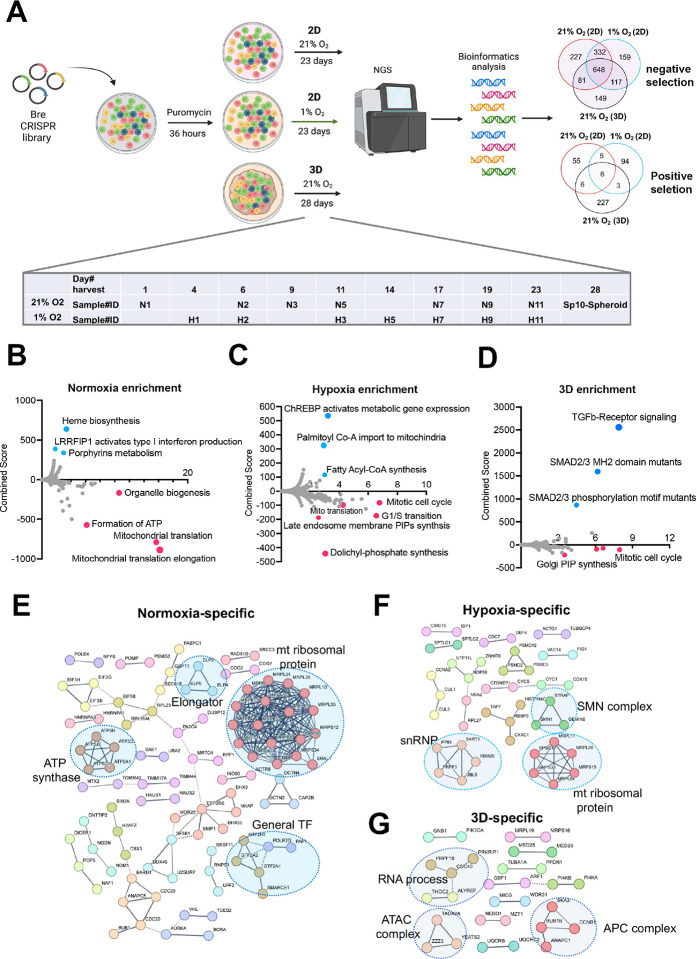
Identification of cell fitness genes in 2D hypoxia, 2D normoxia, and 3D normoxia. (A) Scheme showing the procedure of genome- wide CRISPR screen of the ABC-Myc NEJF10 cell line treated with different growth environments. Venn analysis of essential genes (negative selection) and anti-proliferative genes (positive selection) reveals gene essentiality for cellular fitness identified in 2D normoxia, 2D hypoxia, and 3D Normoxia. The table is a report of when samples were harvested with N representing 2D normoxia, H representing 2D hypoxia, and Sp10- Spheroid representing 3D normoxia grown cells. (B, C, D) Pathway enrichment analysis reported as an enrichment score with negative values indicating negative selection, positive values indicating positive selection, and values of zero indicating no relationship of the respective condition. The colored points highlight significant upregulation (blue) or down regulation (red), whereas grey colored points were not significantly enriched. (E, F, G) Pathways within a protein-protein interaction network of genes essential in cellular fitness are selectively enriched in normoxic, hypoxic, and 3D specific environments. Related genes are clustered by color with some circled to indicate functional complexes.

**Figure 3.**
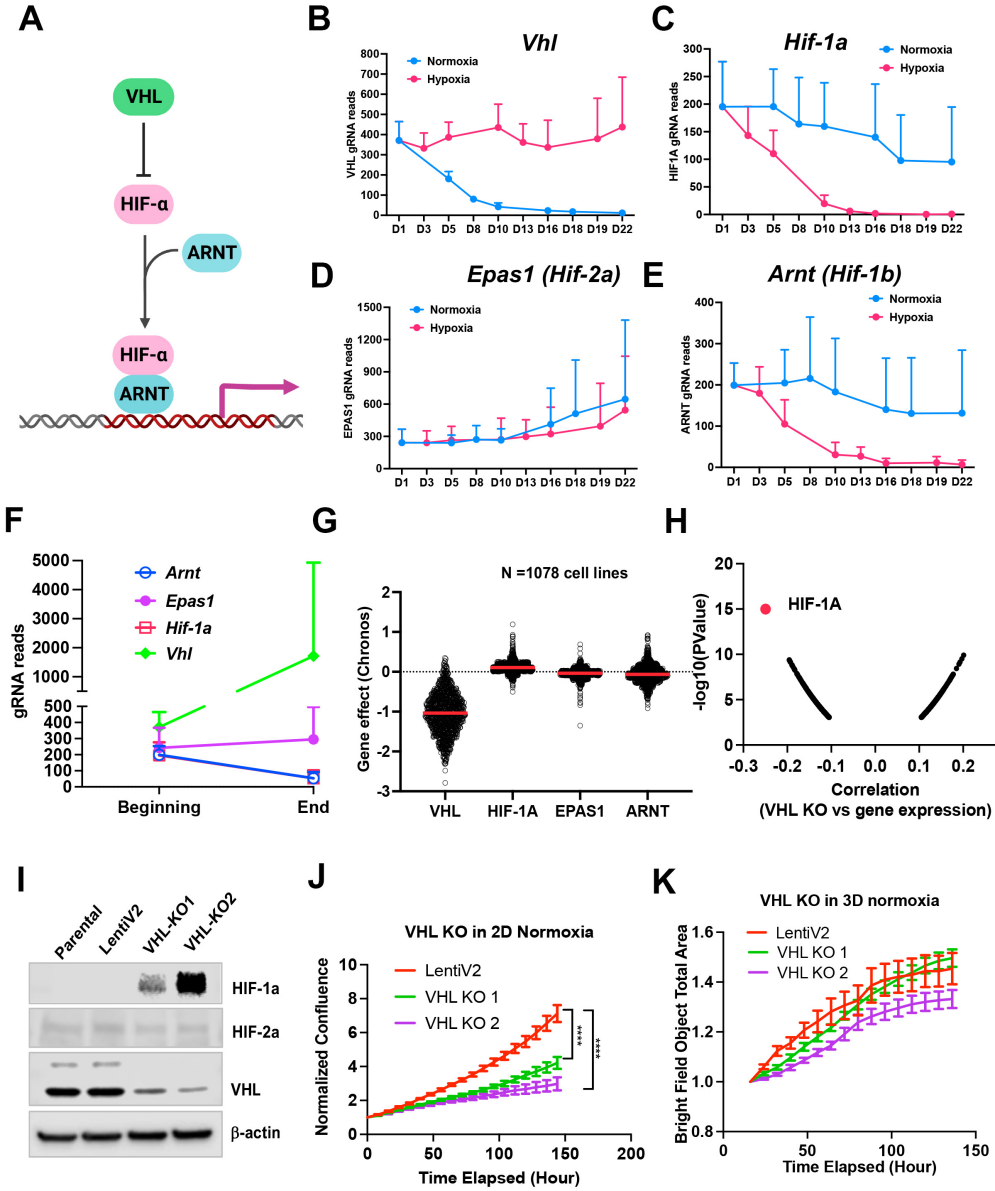
Fitness incompatibility of VHL-HIF2a pathway in normoxia vs hypoxia or 3D. (A) Scheme representing the VHL-HIF pathway. The HIF-1 and HIF-2a family of transcription factors are degraded by VHL, an E3 ubiquitin ligase, in normoxia. In the presence of hypoxia or loss function of VHL, HIFa is present and dimerizes with nuclear HIF1b or ARNT to drive gene transcription. (B-E) The gRNA reads for *Vhl*(B), *Hif*-*1a* (C), *Hif*-*2a* or *Epas1* (D), *Hif-1b* or *Arnt*(E) at different time points in 2D normoxia and 2D hypoxia. Data = mean+/−SD (n =4 for each time point) (F) The gRNA reads for *VHL*, *Hif*-*1a*, *Hif-2a* or *Epas1*, *Hif-1b* or *Arnt* at the beginning and end time points in 3D normoxia. (G) CRISPR KO effect of *VHL*, *HIF*-*1A*, *HIF*-*2A* (*EPAS1*), *HIF-1B* (*ARNT*) in 1078 human cell lines. Data were extracted from DepMAP database (www.depmap.org). (H) Spearman correlation of *VHL* CRISPR KO effect vs *HIF-1A*gene expression in 1078 human cell lines. (I) Western blot analysis of *VHL* CRISPR knockout in HepG2 cells using two gRNAs with indicated antibodies. (J) Cell growth of wild-type and VHL KO HepG2 over time monitored by Incucyte live cell microscopy in real-time in 2D normoxic condition. ****P<0.0001. p value is calculated by student t test for the last time point data. Data = mean+/−SD. (K) Cell growth of wild-type and VHL KO HepG2 over time monitored by Incucyte in real-time in 3D normoxic condition. Data = mean+/−SD.

**Figure 4.**
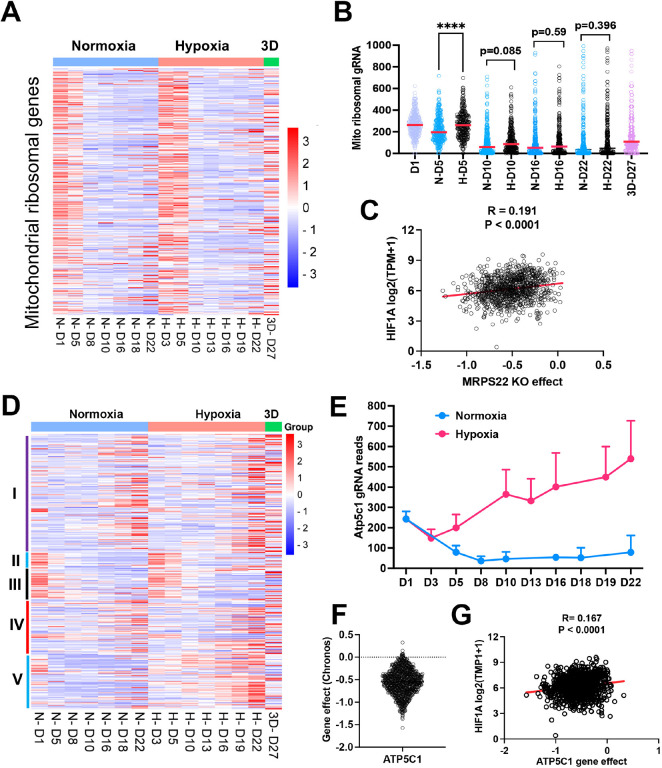
The effect of mitochondrial compartments on cell tness. (A) Heatmap showing the gRNA reads for mitochondrial ribosomal genes at different time points in 2D normoxia, 2D hypoxia and 3D normoxia. Scale bar indicates Z score. (B) Comparison of gRNA reads for mitochondrial ribosomal genes at different time points in 2D normoxia, 2D hypoxia and 3D normoxia. ****P<0.0001. p value is calculated by student t test for the last time point data. Data = mean+/−SD. (C) Spearman correlation of *MRPS22* CRISPR KO effect vs *HIF*-*1A*gene expression in 1078 human cell lines. (D) Heatmap showing the gRNA reads for mitochondrial electron transport genes at different time points in 2D normoxia, 2D hypoxia and 3D normoxia. Scale bar indicates Z socre. (E) The gRNA reads for *Atp5c1* at different time points in 2D normoxia and 2D hypoxia. Data = mean+/− SD (F) CRIPSR KO effect of *ATP5C1* in 1078 human cell lines. Data were extracted from DepMAP database (www.depmap.org). (G) Spearman correlation of *ATP5C1* CRISPR KO effect vs *HIF-1A*gene expression in 1078 human cell lines.

**Figure 5.**
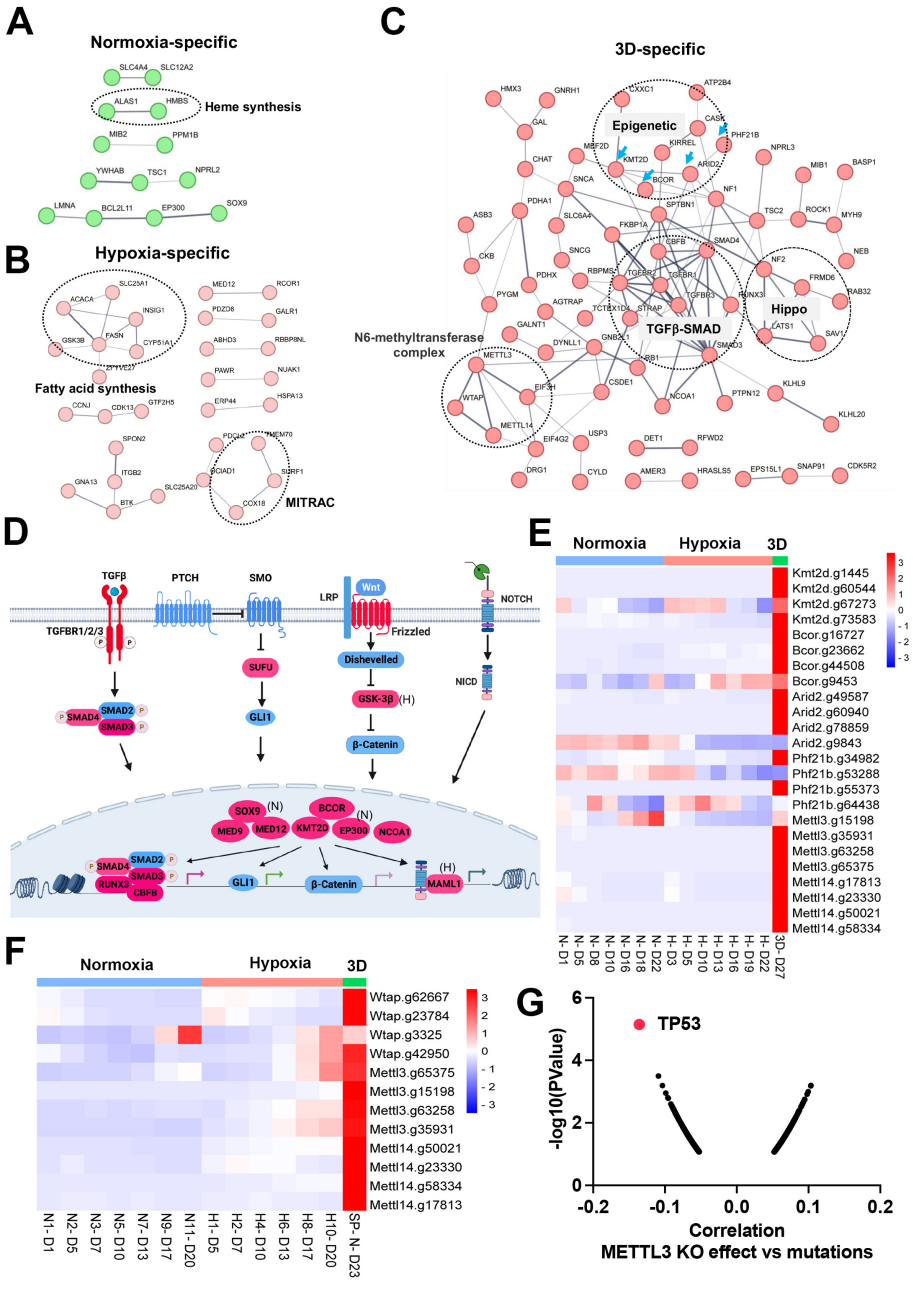
Organogenesis signaling and epigenetic modifiers constrain 3D cell proliferation (A-C) Positive selection of pathways within protein-protein interaction networks enriched specifically in 2D normoxia, 2D hypoxia, and 3D normoxia. (D) The graphic illustrates organogenesis signaling pathways positively selected in 3D. Please note that we included hits from normoxia (Sox9, Ep300) and hypoxia (Maml1 and Gsk-3b) in the related pathways. (E) The heatmap for the normalized gRNA reads for epigenetic genes in 2D hypoxia and normoxia and 3D normoxia. Red color indicates positive selection. Scale bar indicates Z score. (F) The heatmap for the normalized gRNA reads for WMM complex of NEJF6 cells in 2D hypoxia and normoxia and 3D normoxia. Scale bar indicates Z score. (G) Spearman correlation of METTL3 CRISPR KO effect vs TP53 mutations in human cancer cells lines by analyzing DepMAP data (www.depmap.org).

**Figure 6.**
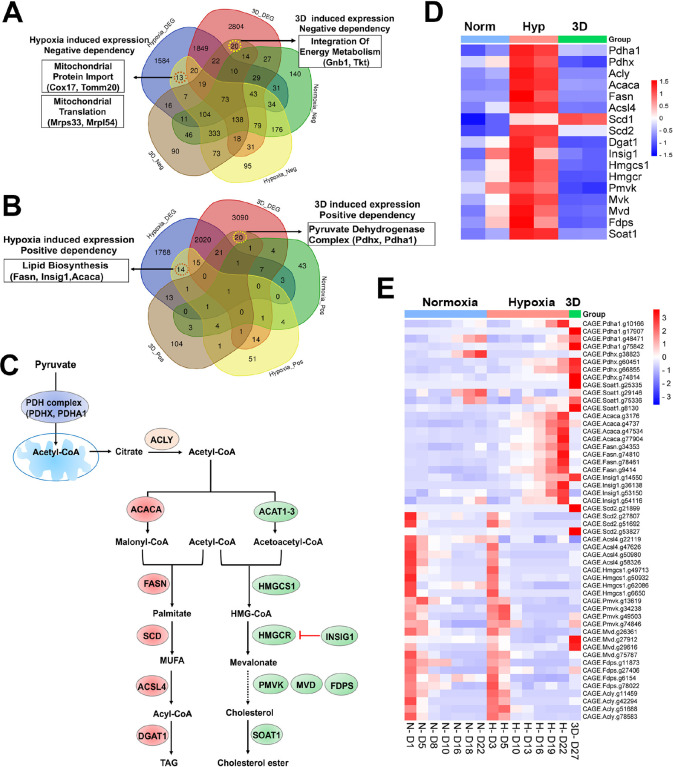
Selective fitness of lipid metabolisms. (A) Venn diagram showing 13 and 20 genes with negative dependency in specifically hypoxia and 3D induced conditions, respectively, are selectively induced in hypoxia or 3D. (B) Venn diagram showing 14 and 20 genes with positive dependency in specifically hypoxia and 3D induced conditions, respectively, are selectively induced in hypoxia or 3D. (C) A diagram showing lipid biosynthesis pathway of unsaturated fatty acids and cholesterol. (D) The heatmap showing the gene expression involved in lipid biosynthesis. Scale bar indicates Z score. (E) The heatmap showing the normalized gRNA reads for genes involved in lipid biosynthesis in 2D normoxia and hypoxia, 3D normoxia. Scale bar indicates Z score.

**Figure 7.**
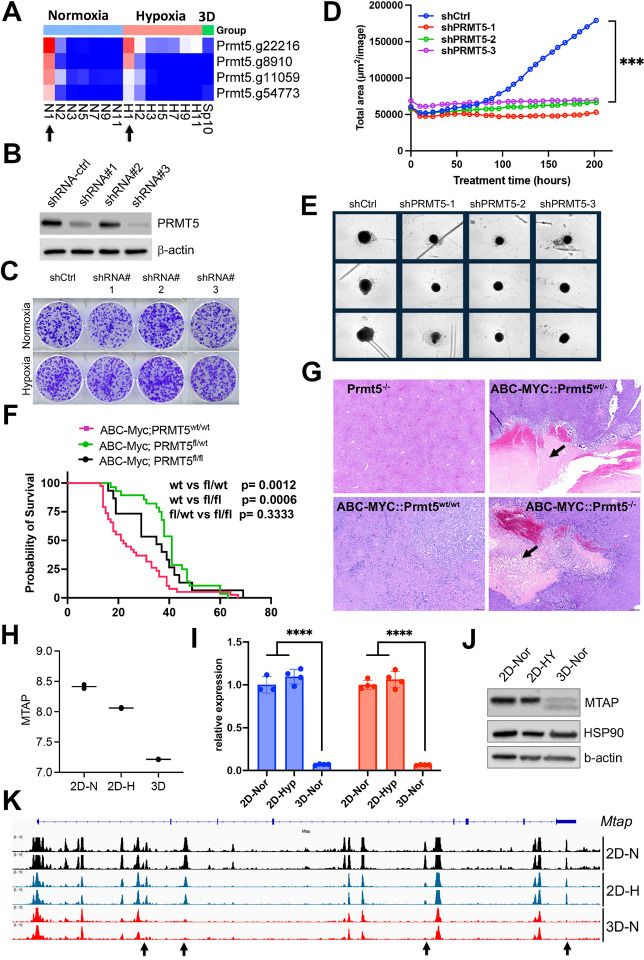
Synthetic lethality of partial Prtm5 loss with 3D. (A) The heatmap showing the normalized gRNA reads for *Prtm5* in 2D normoxia and hypoxia, 3D normoxia. Arrows indicate the first samples harvested for analysis. (B) Western blot analysis with indicated antibodies after *Prtm5* knockdown in NEJF10 cells. (C) Colony formation of NEJF10 cells after 5 days of *Prmt5* knockdown in 2D normoxia and hypoxia. Cells were stained with crystal violet. (D) Incucyte monitoring of cell proliferation grown in 3D after *Prtm5* knockdown in NEJF10 cells. ***p<0.001 for comparison of shCtrl with each of shPrmt5. p value is calculated by student t test by comparing the last reading. N =3 per group. Data = mean+/− SD. (E) Snapshot of NEJF10 cell with or without *Prmt5* knockdown in 3D. (F) Kaplan-Meier survival for mice of ABC-Myc::Prmt5^+/+^, ABC-Myc::Prmt5^+/−^, and ABC-Myc::Prmt5^−/−^. P values are calculated by log-rank test. (G) Hematoxylin and eosin stain for tumor tissues obtained from mice of Prtm5^−/−^, ABC-Myc::Prmt5^+/+^, ABC-Myc::Prmt5^+/−^, and ABC-Myc::Prmt5^−/−^. Arrows indicate necrosis in tumor areas. Scale bar = 500mM. (H) Quantification of normalized *Mtap* mRNA under 2D normoxia, 2D hypoxia and 3D normoxia from RNA-seq results. n=2 for each group. (I) Real-time quantitative PCR to determine the expression of *Mtap* in NEJF10 cells cultured under 3D normoxia, 2D normoxia and hypoxia for 3 days. Blue and orange indicate results obtained from two different pairs of PCR primers against *Mtap*. n=3 for each group.****p<0.0001 student t test. (J) Western blot analysis with indicated antibodies of NEJF10 whole cell lysates cultured from 3D normoxia, 2D normoxia and hypoxia for 3 days. (K) IGV snapshot showing the ATAC-seq result for *Mtap* gene. The black arrow indicates the enhancers in *Mtap* gene are selectively lost in 3D.

## Data Availability

RNA-seq and ATAC-seq have been deposited in GEO database with accession number: GSE240980, GSE262074. All study data are included in the article and Supplemental Figures and Tables. Cell lines and genetically engineered cell lines will be freely distributed upon request.

How the deposited data were processed for this re-analysis (not part of the article)

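The data were the ATAC-seq peak lists of 6 libraries of NEJF10 cells, with 2 libraries for each of normoxic 2D, hypoxic 2D and normoxic 3D culture. Reads were not used here, so nothing was aligned again and no peak was called again. The RNA-seq and CRISPR screen data of the paper are not analysed here. As the authors and the submitters' notes describe it, reads were aligned to mm10 with BWA 0.7.12-r1039, duplicates were marked with Picard 1.65, reads were kept with SAMtools 1.3.1, mitochondrial reads were excluded, and read ends were offset for Tn5. Peaks were called in each library with MACS2 2.2.7.1 at a q-value of 0.01, without a model, with an extension of 200 and a shift of 100. The file labels mark nucleosome-free fragments, a step whose settings are not given in the sources used here.

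The fold of each peak is the authors' ratio of the pileup at the summit to the background, as MACS2 wrote it before the files were deposited. The −log10 p and −log10 q of each peak are likewise the authors' MACS2 values, deposited without further change. The score column was made by MACS2 in the authors' run as a whole number from the −log10 q and was not used here. None of these values served as a measure of a change in accessibility between libraries, although folds were used to describe sectors and to match peaks. The fold and −log10 p of a peak together fix the background pileup of its library under the Poisson model of MACS2, and this pileup served as the measure of depth. All 968467 peaks lay within the chromosome lengths of GRCm38, and genes came from GENCODE vM21.

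Peaks of all libraries were merged where they overlapped, and regions were sorted by the conditions with a peak in at least 1 library. A region was gained or lost when both libraries of a condition and neither of the other had a peak. Each peak summit or region centre was assigned to a start site (1000 bp on both sides), exon, intron, upstream or downstream (10000 bp) or intergenic class. Sites of 44 consensus strings were searched on both strands of the 200 bp around the strongest summit. Consensus strings were used where the paper used HOMER, whose motif library was not used here. The result of 1 of these strings is not reported here. Gained and lost regions were compared with a two-sided Cochran-Mantel-Haenszel test over 10 bins of GC content, with Benjamini-Hochberg adjustment at 0.05. A gene held the regions of its body and of the 10000 bp before it. For 24 gene lists of pathways, complexes and cell type markers, the share of gained minus lost regions was set against 10000 random lists of genes with matched numbers of regions. The ribosomal lists were taken by the start of gene symbols, so the cytosolic one also holds a few kinases and binding proteins.

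Genes were named by a fixed rule: up to 10 per direction and comparison by the smallest exact binomial p among genes with at least 5 regions, members of the lists with the most gained or lost regions, and genes the paper names. The lists, the motifs, the naming rule, the tests and most alternatives were set before the data were examined. The alternatives set in advance were stricter peaks (−log10 q of at least 5), an equal number of peaks per library (116661), both libraries needed, each library left out in turn, 500 bp around start sites, 400 bp around summits, no GC bins, regions of all 6 libraries as the reference, shorter motifs, and other ways to assign regions to genes. Chosen after seeing the data were a peak that covers 50% of its merged region, the same smallest fold (2.86) in every library, 50 GC bins, both libraries needed for the SMAD4 density, omission of the windows of 400000 bp densest in regions, and single bases in place of regions at Mtap and Wwtr1. A planned rule of 50% overlap with the shorter of peak and region changes no call, because every peak lies wholly in its merged region.

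The steps were tested on simulated data. Motifs simulated to follow GC content alone passed an unadjusted p of 0.05 in 15% of 100 cases with 10 GC bins, in 4% with 50 bins and in all cases without bins, with odds ratios of 0.862 to 1.19 for 10 bins. Simulated odds ratios of 1.5 and 0.67 were recovered at medians of 1.51 and 0.684. Random lists of 30 genes passed in 6.5% of cases, and lists in which 10% of regions had been turned into gained regions passed in 67.5%. The scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.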

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

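Some genes held far more gained regions than the genome-wide share gives, at an adjusted exact binomial p below 1e-08. In normoxic 3D against normoxic 2D, 69 regions were gained at Shank2 and 31 at Erg. In hypoxic 2D against normoxic 2D, 47 were gained at Shank2, 11 at Zfp992 and 13 at Zfp981. In normoxic 3D against hypoxic 2D, 33 were gained at Erg and 40 at Gse1. With an equal number of peaks in each library, the hypoxic 2D counts were 5 at Shank2, 5 at Zfp992 and 4 at Zfp981. All tests of the cause were chosen only after the counts were seen. The windows examined were those of Shank2, Erg and Gse1, and not those of Zfp992 or Zfp981. Read mapping in repeated sequence was not tested.

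Extra DNA copies may raise the number of called peaks if the background is constant along the genome. The rise need not be equal in libraries that differ in signal over background. The window of Erg lay at percentile 40.4 in a normoxic 2D library, with 21 peaks, and at 99 in normoxic 3D replicate 1, with 128. Regions of all 6 libraries had a median fold of 32.9 in normoxic 2D and 11.5 in normoxic 3D. The Erg window thus cannot tell whether copies shared by all cultures are a cause. Shank2 lay at 91.7 and 89.9 in normoxic 2D, and Gse1 at 99 and 98.7, so more copies may add to the counts at both. Over 20 chromosomes, the number of regions gained in normoxic 3D against normoxic 2D, per region of all 6 libraries, was set against the median normoxic 2D fold at start sites (Spearman rho 0.329, Pearson r 0.484, permutation p = 0.157) and against GC content (rho 0.444), and neither value decides. Copies that differ between cultures and the cultures themselves also stay open, as neither was tested.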

How the results depend on the processing

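The shares, counts and odds ratios below differ from the main values in at least 1 setting, and the cause was not tested. Settings with a peak over 50% of its region, the same smallest fold, 50 GC bins, no densest windows, both libraries for the SMAD4 density and single bases were chosen after seeing the data, and the others were set before the data were examined. Counts of gained and lost regions changed most with an equal number of peaks and with single libraries left out, so they depend on the number of peaks and on how many libraries must hold one. A block for libraries of the same replicate number gives the same counts by construction, 62216 lost and 7730 gained regions in normoxic 3D (3D-N) against normoxic 2D (2D-N), and no source says that the libraries were paired.

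Regions in all 3 conditions made up 37.6% with stricter peaks, 44.8% with an equal number of peaks, 39.4% with both libraries needed, 30.0% with a peak over 50% of the region, and 33.5% to 37.5% with 1 library left out. Only in 2D-N, the shares were 22.2%, 7.48% and 23.2% for the first 3 settings and 15.5% to 24.6% with 1 library left out. Only in hypoxic 2D (2D-H), they were 8.73% with an equal number, 6.42% with both libraries, 6.59% with the same smallest fold and 5.15% to 9.62% with 1 library left out. Only in 3D-N, they were 9.05% with stricter peaks, 20.6% with an equal number, 4.71% with both libraries and 5.37% to 14.8% with 1 library left out. Start sites within 500 bp held 8.58% of peaks in 2D-N, 10.1% in 2D-H and 12.2% in 3D-N. An equal number of peaks gave 15.0% in 2D-N and 15.1% in 2D-H, and stricter peaks gave 13.7% in 2D-H.

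With an equal number of peaks, 13235 regions were gained and 23159 lost in 3D-N against 2D-N, and 13983 were lost in 2D-H. With 1 library left out, gains ranged from 8993 to 33087 in 3D-N against 2D-N, from 10740 to 17468 in 2D-H against 2D-N and from 14605 to 41823 in 3D-N against 2D-H. Motifs more frequent in regions gained in 3D-N against 2D-N numbered 12 with an equal number, 10 without GC bins and 8 to 11 with 1 library left out. In 2D-H against 2D-N there were 5 when gained regions were set against regions of all 6 libraries. Motifs more frequent in regions lost in 2D-H numbered 14 without GC bins and 3 when regions of all 6 libraries were set against lost ones. In 3D-N against 2D-H, 12 were more frequent in gained regions with an equal number, 17 without GC bins and 9 to 11 with 1 library left out, and 8 to 13 were more frequent in lost regions with 1 library left out.

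Some odds ratios changed direction. When regions of all 6 libraries were set against lost regions, AP-1 was at 1.22 in 3D-N against 2D-N, 1.90 in 2D-H against 2D-N and 1.10 in 3D-N against 2D-H. CTCF was at 2.85 and 2.17 against 2D-N, GLI1 at 0.682 against 2D-N and 0.791 against 2D-H, ARNT at 0.97 in 3D-N and 0.860 in 2D-H, HIF-1a at 0.947 in 2D-H and RUNX1 at 1.16 in 2D-H. When gained regions were set against regions of all 6 libraries, MEF2 was at 0.856 in 2D-H and CTGTCTCA at 1.01 in 3D-N against 2D-H. SOX in 3D-N against 2D-N ranged from 0.986 to 1.23 with 1 library left out. In 3D-N against 2D-N, an equal number of peaks gave 0.880 for ARNT, 0.697 for HIF-1a and 0.963 for HIF-2a, the core RCGTG gave 0.973 and the E-box gave 0.908 in place of each. In 2D-H against 2D-N, 400 bp around the summit gave 0.926 for ARNT and 0.840 for HIF-1a, the E-box gave 0.934 for both, the core gave 1.01 for HIF-2a, and ARNT ranged from 0.934 to 1.21 with 1 library left out.

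Gene lists with a call toward gained regions in 3D-N against 2D-N numbered 1 with stricter peaks and 1 with an equal number, and toward lost regions 1 with an equal number, 2 with 50 kb on both sides and 1 with promoters only. In 2D-H, lists toward gained regions numbered 1 with stricter peaks, 2 with an equal number, 2 with 50 kb and 0 to 1 with 1 library left out, and toward lost regions 1, 2, 1, 1 and 1 with stricter peaks, an equal number, the same smallest fold, no densest windows and 50 kb. In 3D-N against 2D-H, 1 list was called toward gained regions by the share of genes and 1 toward lost regions with 50 kb. The TGFb-SMAD balance in 3D-N against 2D-N was 1.54 points with stricter peaks, 2.16 with an equal number, 3.98 with promoters only, 3.83 by the share of genes and -4.37 to 0.378 with 1 library left out. Against 2D-H it was -1.75 with 50 kb and -2.87 to 2.44 with 1 library left out.

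The SMAD4 density only in 3D-N was 0.320 per kb with both libraries, 1.07 for GTCTGG and 9.45 for GTCT. Only in 2D-N it was 0.153 with an equal number of peaks, 0.674 for GTCTGG, 8.45 for GTCT and 0.168 to 0.181 with 1 library left out. In regions of 2D-H and 3D-N it was 0.902 for GTCTGG, 8.65 for GTCT and 0.247 to 0.322 with 1 library left out. Regions at Wwtr1 only in 3D-N numbered 2 to 5 with 1 library left out. At Mtap, 4 stretches were found with single bases, and 3 regions were lost against 2D-N with an equal number of peaks.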

Differences from the paper's values

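The sector shares came out as the paper gives them, but several motif results and the number of closed Mtap regions did not. The paper names ARNT as enriched in hypoxic 2D and in 3D. ARNT was not called in normoxic 3D against normoxic 2D (odds ratio 1.38) or in hypoxic 2D against normoxic 2D (1.03). In settings fixed before the data were examined, it was called in 3D only with 1 of the 3D libraries left out (1.55 without replicate 1 and 1.63 without replicate 2), and in hypoxic 2D in no setting. The paper also names GLI1 and SOX9 for 3D. GLI1 was not called against normoxic 2D (1.58) or hypoxic 2D (1.75). It was called against normoxic 2D without normoxic 2D replicate 1 (1.66), with either 3D library left out (1.52 and 1.56), without GC bins (2.75) and against regions of all 6 libraries (2.61). Against hypoxic 2D it was called with either 3D library left out (1.75 and 1.69), without GC bins (2.20) and against regions of all 6 libraries (1.77). The SOX site was called against hypoxic 2D and not against normoxic 2D (1.16), where it was called with stricter peaks (1.26), with an equal number of peaks (1.47) and with either normoxic 2D library left out (1.21 and 1.23). All of these settings were fixed before the data were examined.

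Fig. 1F of the paper was read as placing the highest SMAD4 density in regions shared by hypoxic 2D and 3D. Neither the paper's text nor its legend ranks the sectors. Here regions shared by normoxic 2D and 3D ranked first at 0.313 sites per kb, and the paper's order at the top was found only without 3D replicate 1, where the shared hypoxic regions had 0.322. Regions only in 3D ranked first with an equal number of peaks, for GTCTGG, for GTCT and, in a setting chosen after seeing the values, with both libraries needed. The intervals of the top sectors overlap (0.286 to 0.342, 0.272 to 0.308 and 0.218 to 0.305). At Mtap the paper counts more open regions that closed in 3D than the 2 merged regions lost against both monolayers here. Single bases, chosen after seeing the values, gave 4 stretches, among them parts of regions with a peak in all 6 libraries. The sites were searched as consensus strings here and with HOMER in the paper.

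Other calls that matched the paper's direction rested on some settings. WT1 against hypoxic 2D was not called without 3D replicate 2 (1.13) or with regions of all 6 libraries against lost ones (1.06). For the HIF-1a and HIF-2a motifs, the paper saw no significant change in peaks. Here HIF-1a was called in 3D against normoxic 2D without 3D replicate 1 (1.44), and HIF-2a with either 3D library left out (1.68 and 1.71).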

Other observations

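Genes of several pathways that the passages leave out had uneven shares of gained and lost regions, none of which passed adjustment over 72 tests in the main setting. Of 697 regions at genes of the cytosolic ribosome, 12 were gained and 154 lost in hypoxic 2D against normoxic 2D, a balance that differed from matched random lists by -8.17 percentage points (permutation test, p = 0.0014, adjusted p = 0.0504). It was called with stricter peaks, an equal number of peaks, the same smallest fold, no densest windows and 50 kb on both sides. In normoxic 3D against normoxic 2D, 5 were gained and 187 lost (-6.27 points, permutation test, p = 0.0116), a balance called with promoters only (-10.6) and with 50 kb. This 3D balance was smaller and not called with stricter peaks (-3.96) and with an equal number of peaks (-2.47). With 1 library left out it lay between -9.28 and -5.65 points. In hypoxic 2D, Rpl23 lost 5 of its 6 regions and Rpl19 lost 5 of 11, both genes of the large ribosomal subunit. The list was taken by symbol, so it also holds Rps6ka2, a kinase gene with 8 of 39 regions lost. Genes of the extracellular matrix and focal adhesion had 13 gained and 179 lost of 1022 regions in hypoxic 2D, with 29 lost at Col5a1 and 19 of 83 at Hspg2, the perlecan gene, and were called with an equal number of peaks.

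In spheroids, epithelial-mesenchymal genes had 4 gained and 94 lost of 302 regions against normoxic 2D (-11.7 points, permutation test, p = 0.0121, adjusted p = 0.139), a balance called with an equal number of peaks (-16.0) and with 50 kb (-8.87). The N-cadherin gene Cdh2 lost 10 of 28 regions, the tight junction gene Tjp1 lost 16 of 46 and Grhl2, which encodes an epithelial factor, lost 10 of 34, single counts beside a genome-wide share of 23.1%. Hedgehog genes had 15 gained and 31 lost of 238 regions (10.8 points, permutation test, p = 0.0323), with 3 of 40 gained at Gli2 and 7 of 23 lost at Ptch1. Against hypoxic 2D, genes of the WNT pathway had 49 gained and 42 lost of 573 regions (7.43 points, permutation test, p = 0.0135), with 10 of 50 gained at Tcf7l1 and 5 of 9 at the WNT target Axin2, and this list was called by the share of genes with more gained than lost regions. Promoters open in all 6 libraries were found at 10 of 32 hepatocyte markers, 3 of 12 endothelial, 4 of 15 leukocyte and 6 of 14 fibroblast markers.

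The tests on regions found only in normoxic 3D were written before their results were seen, and the tests on motifs were chosen only after the odds ratios were seen. Most regions found only in normoxic 3D rested on 1 library. The share of replicate 2 regions found again in replicate 1 was 74.6% in the strongest of 4 bins by fold and 25.2% in the weakest, a ratio of 2.97, which is in line with peaks near the detection limit. With the same smallest fold in every library the ratio of regions only in replicate 1 to those only in replicate 2 was 3.10, but that setting removed only 1.5% of the regions only in replicate 1, so it cannot tell. From the shallower to the deeper library at the same folds, 45.6% were found again in 3D and 55.6% in normoxic 2D, a ratio of 0.820, and from the deeper to the shallower the ratio was 0.500. A detection limit may thus account for part of the pattern, but backgrounds of 3.55 to 4.85 make equal folds unequal in evidence, and the second direction stays open. DNA copies stay open as well. Over 20 chromosomes, regions only in 3D replicate 1, per region of all 6 libraries, rose with the median normoxic 2D fold at start sites (Spearman rho 0.544). For regions only in 3D with a replicate 2 peak rho was 0.398, and for regions in a single normoxic 2D library it was 0.214.

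Weak peaks that drop out first would leave the AP-1 share of lost and kept regions equal at the same fold, if those regions were otherwise alike. Within bins of fold in normoxic 2D, regions lost in 3D had more AP-1 sites than kept ones (odds ratio 2.65, 95% confidence interval 2.56 to 2.75), while those lost in hypoxic 2D had fewer (0.790). CTCF and KLF4 sites went the other way in 3D, with fewer in lost than in kept regions at the same fold (0.4 and 0.811). The AP-1 value does not decide on weak peaks, because the bins did not hold GC content equal. Mean GC content was 47.6% in regions lost in 3D against normoxic 2D and 53.2% in regions of all 6 libraries. Within bins of GC content, regions of all 6 libraries had more AP-1 sites than those lost regions (1.22). Base composition does not account for AP-1 (0.0975), since 500 shuffled copies of its site spanned 0.497 to 1.27. For SMAD4 (1.37) and WT1 (1.5), shuffled copies spanned 0.675 to 1.55 and 0.832 to 1.65, so base composition may account for both, although the reversed copy of WT1 had 0.977.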
